# Single-cell RNA sequencing reveals molecular and functional platelet bias of aged haematopoietic stem cells

**DOI:** 10.1038/ncomms11075

**Published:** 2016-03-24

**Authors:** Amit Grover, Alejandra Sanjuan-Pla, Supat Thongjuea, Joana Carrelha, Alice Giustacchini, Adriana Gambardella, Iain Macaulay, Elena Mancini, Tiago C. Luis, Adam Mead, Sten Eirik W. Jacobsen, Claus Nerlov

## Abstract

Aged haematopoietic stem cells (HSCs) generate more myeloid cells and fewer lymphoid cells compared with young HSCs, contributing to decreased adaptive immunity in aged individuals. However, it is not known how intrinsic changes to HSCs and shifts in the balance between biased HSC subsets each contribute to the altered lineage output. Here, by analysing HSC transcriptomes and HSC function at the single-cell level, we identify increased molecular platelet priming and functional platelet bias as the predominant age-dependent change to HSCs, including a significant increase in a previously unrecognized class of HSCs that exclusively produce platelets. Depletion of HSC platelet programming through loss of the FOG-1 transcription factor is accompanied by increased lymphoid output. Therefore, increased platelet bias may contribute to the age-associated decrease in lymphopoiesis.

## Abstract (web summary)

With age, haematopoietic stem cells (HSCs) produce more myeloid than lymphoid cells, affecting adaptive immunity. By combining HSC single cell transcriptomics with functional studies, Grover *et al*. find that platelet production is also increased in old murine HSCs and show that the FOG-1 transcription factor contributes to the age-dependent platelet bias.

Changes to the properties of tissue stem cell populations underlie physiological alterations and diminished regenerative potential associated with mammalian ageing^1^. One of the key age-related changes to haematopoiesis is a decrease in the production of erythrocytes and lymphoid cells (B- and T-cells), contributing to age-associated anaemia and a progressive decline in adaptive immunity^2^,^3^,^4^. Intrinsically altered function of haematopoietic stem cells (HSCs) contributes significantly to these changes, as the increased ratio of myeloid-to-lymphoid output is conserved on transplantation of aged mouse HSCs into young recipients^5^, a finding replicated with human HSCs (ref. 6). Single-cell transplantations have established that the HSC compartment is functionally heterogeneous, with stably myeloid- and lymphoid-biased HSC subsets existing already in young mice^7^,^8^,^9^, and that myeloid-biased HSCs become dominant with age^10^,^11^, leading to the proposal that age-related myeloid lineage bias is due to superior self-renewal of myeloid-biased compared with lymphoid-biased HSCs. While technical limitations precluded the assessment of platelet output of transplanted HSCs in previous studies, we recently used a *Vwf-EGFP* transgene to measure platelet output from single HSCs of young adult mice, establishing that myeloid-biased HSCs also typically produce high levels of platelets, and that a subset of HSCs exist with a distinct and stable platelet bias^12^. The cellular complexity of the HSC compartment is therefore greater than previously appreciated, and an understanding of how the lineage-bias of HSCs changes on ageing will require investigation of the prevalence and function of all identified HSC subtypes in aged mice and humans.

In addition to age-dependent changes in the lineage output of the HSC compartment, there is also evidence supporting that other intrinsic properties of HSCs are altered with age. Aged HSCs have been suggested to engraft with a lower frequency than young HSCs, and at the single-cell level contribute less to peripheral blood reconstitution^5^,^11^,^13^,^14^. Moreover, comparison of the gene expression profiles of young and old mouse HSC cell populations has identified a number of processes and pathways upregulated in aged HSCs, including NF-κB pathway activation, DNA repair and chromatin remodelling^13^. In addition, an increase in myeloid lineage-associated and concomitant decrease in lymphoid lineage-associated gene expression has been observed^6^,^15^, and more recently also an increase in platelet gene expression^16^. Finally, upregulation of Wnt5a in aged HSCs and associated Cdc42-mediated loss of polarity^17^,^18^ have been implicated in myeloid bias and loss of reconstitution capacity, potentially linking intrinsic changes to HSCs to altered lineage output.

While some aspects of HSC ageing, such as lineage output and reconstitution capacity, have been assessed at the single-cell level, the associated gene expression changes have not. Critically, bulk cell population-based analysis of HSC gene expression cannot determine if observed alterations associated with aging occur homogeneously throughout the HSC compartment, or in a subset of HSCs. Consequently, the molecular mechanisms underlying HSC ageing remain poorly understood.

To identify age-dependent intrinsic molecular changes to HSCs, we have therefore taken advantage of recent progress in single-cell transcriptomics to systematically compare individual HSC transcriptomes from young and old mice, and combined this analysis with functional studies of single HSC that include readout of their platelet production. We find that HSC ageing is accompanied by a coordinated upregulation of platelet-lineage gene expression, both in terms of the number of platelet-specific genes expressed per HSC and of their expression level. This is mirrored by a 50-fold increase in the abundance of platelet-primed HSCs as defined by *Vwf-EGFP* expression^12^, and by functional platelet bias at the single-cell level. Most notably, we observe that a very high proportion of aged HSCs almost exclusively produce platelets, and that when accounting for these previously unrecognized platelet-restricted HSCs, there is in fact no age-dependent decrease in the frequency of HSC capable of engraftment on transplantation. Aged HSCs are therefore not impaired in their engraftment, but rather become highly platelet-biased with age. Moreover, depleting the platelet programming from HSCs through genetic ablation of the FOG-1 transcription factor is accompanied by an increase in lymphoid lineage output, suggesting that the platelet gene expression programme may contribute to the suppression of lymphoid output that is a key characteristic of aged HSCs.

## Results

### Gene expression profiling of young and old HSCs

To establish the intrinsic molecular changes to HSCs occurring with ageing, we performed single-cell RNA sequencing of young (2–3 months) and old (20–25 months) HSCs, stringently defined as Lin^−^Sca-1^+^c-Kit^+^1 (LSK) CD150^+^CD48^−^ (ref. 19). 

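Single HSCs from 1 young and 1 old mouse (Fig. 1a legend) were captured on C1 microfluidic chips, their complementary DNA was amplified from the whole transcript, and libraries were sequenced as single 51 bp reads. The authors mapped the reads to the mouse genome (mm10) with Tophat, keeping 1 alignment per read, and counted reads on RefSeq genes with rpkmforgenes. The deposited table holds these counts, without normalization, for 15181 genes in 61 young and 74 old cells. In the 52 young cells that the paper analysed, between 273236 and 5688706 reads were counted on genes per cell, with a median of 2798990, and in the 62 old cells between 276316 and 4086659, with a median of 2116024. Over all 135 cells the medians were 2755392 and 2206998. The median share of reads that mapped was 90.3% in the young and 83.0% in the old cells analysed. Counts were scaled to each cell's total as CPM, and the level of a gene is given as the mean over cells of log2(CPM + 1). A cell was taken to express a gene where log2(CPM + 1) was above 2, the limit used in Supplementary Data 6. These reads carry no molecular identifiers, so each interval given for a share (95%, exact Clopper-Pearson) or a summed count (95%, exact Poisson) covers counting error only. Cells of 1 mouse are not replicates, and with 1 mouse per age no difference between the ages has a replicate check and no p-value was computed. The libraries of the 2 mice also differed in sex-linked genes, with *Xist* expressed in 50 of 52 young and 8 of 62 old cells and at least 1 of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*) in 2 young and 58 old cells. Age, mouse, these sex-linked genes and capture run therefore change together in every comparison.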

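The limits of the methods (at least 500000 mapped reads, at most 10% of reads on the mitochondrial chromosome and at least 3000 genes at an RPKM of at least 1), applied to the values per cell in Supplementary Data 6, left 52 of 61 young and 62 of 74 old cells. Without the limit on genes, 57 young and 72 old cells were left. Leaving out the limit on mapped reads gave 53 and 63 cells, and leaving out the mitochondrial limit gave 54 and 62. In the cells left by all 3 limits, the median number of genes expressed per cell was 4116 in young and 3902 in old cells. After each cell was thinned to 250000 counted reads, which left out 0 cells, the medians were 4309 and 4197.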

A total of 61 young and 74-old single HSC transcriptomes were generated, using the C1 Auto-prep system and Illumina-based deep sequencing, 52 and 62 of which, respectively, were used for analysis following quality control, as described in ref. 20. 

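Over the 114 cells, 11755 of the 15181 genes had a coefficient of variation of CPM of at least 1 and a mean CPM above 1. The same limits over all 135 cells kept 11925 genes.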

Principal component analysis (PCA)-based clustering was performed of these cells using genes with coefficient of variation >1 and average expression >1 count per million (CPM) across the whole data set. 

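In a PCA of log2(CPM + 1) over the 11755 genes, centred and not scaled, the first 3 components held 3.50%, 1.91% and 1.50% of the variance. The 100 genes with the highest absolute correlation with any of these components included 25 of the cell cycle lists (S and G2/M), 13 of the 60 genes of Supplementary Data 3 and 3 sex-linked genes. The sex-linked genes counted here and left out below are the 4 Y-linked genes, *Xist* and *Tsix*. *Erdr1*, on chromosome X and also among the 100 genes, is not one of them.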

We identified the 100 genes with the highest absolute correlation coefficient within the PCA component loadings of the first 3 PCA components. These genes showed high expression and significant variation (Supplementary Fig. 1). Unsupervised clustering of the transcriptomes using this gene set showed that young and old HSCs formed separate clusters (Fig. 1a), showing that intrinsic changes occurring to the vast majority of HSCs during ageing significantly exceed the differences existing between individual HSCs in young and old mice. 

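Hierarchical clustering of the 114 cells over these 100 genes, with 1 minus the Pearson correlation as distance and complete linkage, gave at its first division a branch of 11 young and 2 old cells and a branch of 41 young and 60 old cells. Of the 13 cells in the smaller branch, 12 expressed at least 1 of *Ccna2*, *Ccnb1*, *Cdk1* and *Cdc25c*, against 28 of 101 in the larger. With each branch named for the age with the larger share of its cells there, 43 of 114 cells lay in the branch of the other age, 41 of them young. At the next division of the same tree, examined after the first had been seen, the branch of 101 cells separated into 60 old and 0 young cells and 41 young and 0 old cells, which leaves 2 of 114 cells, both old, in a branch of the other age. Over all 135 cells the first division left 4 out of place, 2 young and 2 old. The first division depended on settings that were listed before the data were examined. It left 40 of 114 cells out of place with average linkage, 9 with Ward linkage, 4 with genes selected by the variation of log2(CPM + 1) and 2 with a pseudocount of 0.1 CPM in place of 1. Without the sex-linked genes 39 were out of place. On log2(CPM) with values below 1 CPM set to 0, the first division left 2 of 114 out of place, both old. That scale was chosen after the results had been seen and gave the means of Supplementary Data 3 to within 4.89e-05. On simulated cells whose 200 changed genes differed between 2 groups by a known factor, the planned steps on log2(CPM + 1) left 51 of 114 cells out of place at a factor of 4, 1 at 8, 48 at 16 and 0 at 32 and at 64. In such cells a first division that does not follow the groups can therefore arise when the groups differ. Each factor had 1 set of simulated cells, with genes drawn independently and so without a cell cycle programme. The simulation therefore does not explain the division seen here. The median Pearson correlation over the 100 genes was 0.468 between pairs of young cells, 0.643 between pairs of old cells and 0.300 between a young and an old cell. Over all 11755 genes these medians were 0.326, 0.328 and 0.314. From the separate clusters of Fig. 1a, the paper concludes that the intrinsic changes of ageing exceed the differences between individual HSCs of one age.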

The principal pathways enriched in young HSCs were involved in cell cycle progression (Supplementary Data 1). This was due to an increased frequency of expression of cell cycle regulators (including *Ccna2*, *Ccnb1*, *Cdk1* and *Cdc25c*; Supplementary Fig. 2a), consistent with the reported higher frequency of cell division of young HSCs (refs 21, 22). In contrast, pathways involved in the immediate-early response to growth factor signalling were enriched in old HSCs (Supplementary Data 2), correlating with a greater proportion of cells expressing immediate-early genes (*Egr1*, *Egr3*, *Ier3* and *Junb*; Supplementary Fig. 2b). 

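The pathways of Supplementary Data 1 come from the MetaCore tool, whose gene sets were not used here. For the 43 genes of an S-phase list, fixed before the data were examined, the median difference in mean log2(CPM + 1), old minus young, was -1.06, and 41 of the 43 were lower in old cells. For the 54 genes of a G2/M list it was -0.99, with 52 lower in old cells. Among 10000 random lists of the same size matched on mean expression, both medians lay at percentile 0, and 95% of the random medians lay between -0.26 and 0.13 for the S list and between -0.22 and 0.10 for the G2/M list. These percentiles describe the libraries of 2 mice. Over all 135 cells the medians were -0.89 and -0.91. The S list fell most for *Uhrf1* (from a mean level of 3.77 in young to 1.28 in old cells) and *Prim1* (2.98 to 0.64), and the G2/M list for *Lbr* (8.67 to 6.47) and *Top2a* (3.25 to 1.27). The median over all 15014 genes with a count was -0.02.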

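Positions are those of RefSeq genes on GRCm38 (mm10). *Ccna2* (chromosome 3, 36564865 to 36573038) was expressed in 11 of 52 young cells (21.2%, interval 11.1 to 34.7) and in 2 of 62 old cells (3.23%, interval 0.393 to 11.2). Young cells held 8699 of its reads (8517 to 8884) at a mean level of 1.68, and old cells 16 (9.15 to 26.0) at 0.07. *Ccnb1* (chromosome 13, 100778739 to 100786486) was expressed in 11 of 52 young cells (21.2%, interval 11.1 to 34.7) and in 4 of 62 old cells (6.45%, interval 1.79 to 15.7). Its summed count was 20384 (20105 to 20666) in young and 384 (347 to 424) in old cells, and its mean level was 1.83 and 0.34. *Cdk1* (chromosome 10, 69335146 to 69352912) was expressed in 21 of 52 young cells (40.4%, interval 27.0 to 54.9) and in 7 of 62 old cells (11.3%, interval 4.66 to 21.9). Reads of this gene summed to 15107 (14867 to 15350) in young and 1925 (1840 to 2013) in old cells, with mean levels of 2.53 and 0.76. *Cdc25c* (chromosome 18, 34732993 to 34751564) was expressed in 12 of 52 young cells (23.1%, interval 12.5 to 36.8) and in 3 of 62 old cells (4.84%, interval 1.01 to 13.5). Young cells held 5157 of its reads (5017 to 5300) at a mean level of 1.44, and old cells 4973 (4836 to 5113) at 0.27. Over all 61 young and 74 old cells, the numbers expressing were 12 and 2 for *Ccna2*, 13 and 4 for *Ccnb1*, 26 and 7 for *Cdk1* and 15 and 4 for *Cdc25c*. Of the 9 young and 12 old cells left out by the paper's limits, those expressing numbered 1 and 0 for *Ccna2*, 2 and 0 for *Ccnb1*, 5 and 0 for *Cdk1* and 3 and 1 for *Cdc25c*. The limit for an expressing cell moved these shares, and with at least 1 counted read *Cdk1* was found in 36 of 52 young (69.2%) and 17 of 62 old cells (27.4%), while after thinning to 250000 reads it was expressed in 24 and 8. The median difference of the 4 genes was -1.55, and the log2 ratio of summed counts gave the largest change of the planned settings, -3.90. *Cdc25c* was the exception in direction, with a difference of -1.17 in mean level but a log2 ratio of summed counts of 0.15. This ratio rests on 1 old cell, F10, which held 4947 of the 4973 reads in old cells. Without F10, left out after the ratio had been seen, it was -4.91, the difference in mean level was -1.34, and the summed counts of the 4 genes gave -5.00.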

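*Egr1* (chromosome 18, 34861207 to 34864956) was expressed in 42 of 52 young cells (80.8%, interval 67.5 to 90.4) and in 62 of 62 old cells (100%, interval 94.2 to 100). Its summed count was 128000 (127300 to 128703) in young and 413773 (412513 to 415036) in old cells, and its mean level was 6.66 and 11.12. *Egr3* (chromosome 14, 70077317 to 70082613) was expressed in 2 of 52 young cells (3.85%, interval 0.469 to 13.2) and in 26 of 62 old cells (41.9%, interval 29.5 to 55.2). Reads of this gene summed to 1214 (1147 to 1284) in young and 12243 (12027 to 12462) in old cells, with mean levels of 0.32 and 3.12. *Ier3* (chromosome 17, 35821713 to 35822911) was expressed in 12 of 52 young cells (23.1%, interval 12.5 to 36.8) and in 41 of 62 old cells (66.1%, interval 53.0 to 77.7). Young cells held 2225 of its reads (2134 to 2319) at a mean level of 1.17, and old cells 21386 (21100 to 21675) at 4.10. *Junb* (chromosome 8, 84976909 to 84978748) was expressed in 28 of 52 young cells (53.8%, interval 39.5 to 67.8) and in 48 of 62 old cells (77.4%, interval 65.0 to 87.1). Its summed count was 8831 (8648 to 9017) in young and 13382 (13156 to 13611) in old cells, and its mean level was 3.31 and 4.84. Among all 135 cells the expressing young and old cells numbered 48 and 74 for *Egr1*, 2 and 28 for *Egr3*, 15 and 41 for *Ier3* and 30 and 58 for *Junb*, and among the cells left out 6 and 12 for *Egr1*, 0 and 2 for *Egr3*, 3 and 0 for *Ier3* and 2 and 10 for *Junb*. At a limit of 1 counted read, *Egr1* was found in 51 of 52 young and 62 of 62 old cells, so its share differed by 1.92 percentage points in place of 19.2. The median difference of the 4 genes was 2.86, and with a pseudocount of 0.1 CPM it was 4.37. For the 31 of 33 genes of an immediate-early list that the table holds, the median difference was 0.77, at percentile 100 of the matched random lists (95% of them between -0.27 and 0.12), with 25 genes higher and 6 lower in old cells. Over all 135 cells it was 0.79. Besides *Egr1*, the list was led by *Btg2* (mean level 1.73 in young and 6.85 in old cells), *Nr4a1* (3.32 and 6.61) and *Ier2* (3.55 and 6.68).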

Notably, among the top 60 genes upregulated in old HSCs (Supplementary Data 3) 6 were associated with platelet-lineage differentiation (*Clu*, *Selp*, *Sdpr*, *Itgb3*, *Fhl1* and *Tgm2*), all of which were also expressed more frequently in old HSCs (Supplementary Fig. 2c). 

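*Clu* (chromosome 14, 65968483 to 65981548) was expressed in 2 of 52 young cells (3.85%, interval 0.469 to 13.2) and in 22 of 62 old cells (35.5%, interval 23.7 to 48.7). Reads of this gene summed to 579 (533 to 628) in young and 20117 (19840 to 20397) in old cells, with mean levels of 0.24 and 2.94. *Selp* (chromosome 1, 164115264 to 164150026) was expressed in 5 of 52 young cells (9.62%, interval 3.20 to 21.0) and in 42 of 62 old cells (67.7%, interval 54.7 to 79.1). Young cells held 2030 of its reads (1943 to 2120) at a mean level of 0.66, and old cells 28910 (28578 to 29245) at 5.12. *Sdpr* (chromosome 1, 51289126 to 51302960) was expressed in 8 of 52 young cells (15.4%, interval 6.88 to 28.1) and in 51 of 62 old cells (82.3%, interval 70.5 to 90.8). Its summed count was 5492 (5348 to 5639) in young and 51659 (51214 to 52106) in old cells, and its mean level was 1.02 and 6.45. *Itgb3* (chromosome 11, 104608000 to 104670476) was expressed in 11 of 52 young cells (21.2%, interval 11.1 to 34.7) and in 40 of 62 old cells (64.5%, interval 51.3 to 76.3). Reads of this gene summed to 6553 (6395 to 6714) in young and 17495 (17237 to 17756) in old cells, with mean levels of 1.43 and 4.27. *Fhl1* (chromosome X, 56731209 to 56793346) was expressed in 10 of 52 young cells (19.2%, interval 9.63 to 32.5) and in 34 of 62 old cells (54.8%, interval 41.7 to 67.5). Young cells held 1750 of its reads (1669 to 1834) at a mean level of 1.01, and old cells 22286 (21994 to 22580) at 3.56. *Tgm2* (chromosome 2, 158116405 to 158146392) was expressed in 18 of 52 young cells (34.6%, interval 22.0 to 49.1) and in 42 of 62 old cells (67.7%, interval 54.7 to 79.1). Its summed count was 5133 (4994 to 5275) in young and 20312 (20034 to 20593) in old cells, and its mean level was 2.04 and 4.51. All 6 intervals of the old cells lay above those of the young cells. Counted over all 135 cells, young and old cells expressing numbered 2 and 28 for *Clu*, 7 and 48 for *Selp*, 9 and 57 for *Sdpr*, 11 and 47 for *Itgb3*, 12 and 38 for *Fhl1* and 20 and 48 for *Tgm2*. In the cells left out they numbered 0 and 6 for *Clu*, 2 and 6 for *Selp*, 1 and 6 for *Sdpr*, 0 and 7 for *Itgb3*, 2 and 4 for *Fhl1* and 2 and 6 for *Tgm2*. With at least 1 counted read as the limit, the share of *Itgb3* was 18.9 percentage points higher in old cells, against 43.4 at the limit used here. The median difference of the 6 genes was 2.76 in mean level, 2.96 over all 135 cells and 2.83 after thinning, and it moved most with a pseudocount of 0.1 CPM, to 4.04. Ranked by the difference among all genes, the 6 stood at 1 (*Sdpr*), 9 (*Selp*), 35 (*Itgb3*), 38 (*Clu*), 42 (*Fhl1*) and 46 (*Tgm2*).

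**Figure D1:**
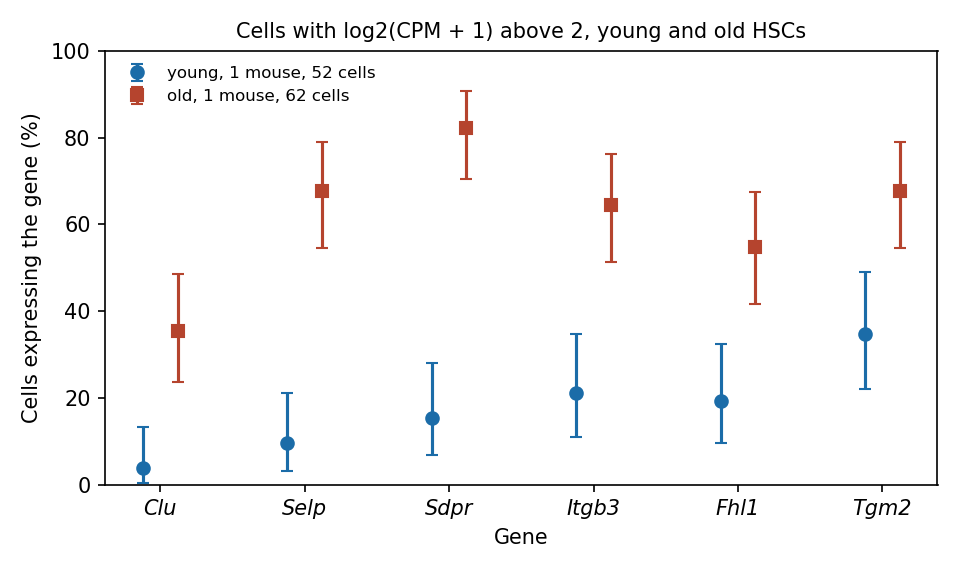
Share of cells (%) expressing each of the 6 platelet-associated genes in the 52 young (circles) and 62 old (squares) HSCs, 1 mouse per age. Bars are 95% exact Clopper-Pearson intervals, which cover counting error only. The shares ran from 3.85% to 34.6% in young and from 35.5% to 82.3% in old cells.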

The latter observation indicated that age-dependent intrinsic differences between young and old mice indeed have the potential to influence lineage output already at the HSC level. To systematically identify the lineage programs altered during HSC ageing, we performed Gene Set Enrichment Analysis (GSEA)^23^ using previously defined gene sets^24^ specific for common lymphoid progenitors (CLPs), bi-potent granulocyte/macrophage progenitors (preGM) and megakaryocyte/erythroid progenitors (preMegEs)^25^, representing the three major lineage branches downstream of HSCs. This analysis showed a strong enrichment of preMegE-specific genes (NES=2; *P*<0.001, permutation analysis) in old HSCs, with a lesser enrichment of preGM-specific genes (NES=1.31; *P*=0.07, permutation analysis) and no significant change to CLP-specific gene expression (Fig. 1b). 

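The members of the gene sets used for GSEA are those of earlier publications and were not used here. Lists of lineage genes fixed before the data were examined stand in for them, so the values describe other genes than those of Fig. 1b. For 51 of 66 megakaryocyte and erythroid genes with counts, the median difference in mean log2(CPM + 1), old minus young, was 0.08, at percentile 98.1 of 10000 random lists of the same size matched on mean expression (95% of them between -0.14 and 0.08), with 33 genes higher and 18 lower in old cells. Over the other settings run for this list its percentile lay between 86.2 and 100, and it was inside the central 95% with summed counts (86.2), TMMwsp factors (94.4), cells with at least 1000000 mapped reads (96.5) and DESeq2 factors (96.7), and on the scale tried later, log2(CPM) with values below 1 CPM set to 0 (93.4). For 27 of 34 granulocyte and macrophage genes it was -0.02, at percentile 37.2 (random lists between -0.12 and 0.09), with 12 higher and 15 lower. For 19 of 37 lymphoid genes it was -0.10, at percentile 9.97 (between -0.17 and 0.11), with 4 higher and 15 lower, and over the other settings its percentile lay between 2.42 (after thinning) and 55.7 (the 9 genes expressed in at least 10% of cells). The table holds fewer than 80% of the members of each of these 3 lists, which limits what the medians can say. Over all 135 cells the medians were 0.10, -0.03 and -0.12. The setting that moved these medians most was the restriction to cells expressing none of the 4 cell cycle genes for the megakaryocyte and erythroid list, 0.31, and the pseudocount of 0.1 CPM for the lymphoid list, -0.28. From its enrichment scores, the paper concludes that preMegE-specific genes are enriched in old HSCs, preGM-specific genes less so and CLP-specific genes without significant change.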

Similar analysis using gene sets representing committed megakaryocyte progenitors (MkPs) and erythroid progenitors (preCFU-Es) showed a selective enrichment of MkP-specific genes (NES=1.88; *P*<0.001, permutation analysis) in old HSCs (Fig. 1c).

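For 27 of 31 megakaryocyte genes with counts, the median difference, old minus young, was 0.42, at percentile 100 of the matched random lists (95% of them between -0.19 and 0.13), with 19 genes higher and 8 lower in old cells. It was led by *F2r* (mean level 0.97 in young and 3.20 in old cells) and *Mef2c* (5.59 and 7.37). The megakaryocyte median was lowest over the other settings at 0.38, for cells with at least 1000000 mapped reads. It was highest at 0.82, for the 16 genes expressed in at least 10% of cells, and was 0.80 with summed counts. For 19 of 30 erythroid genes it was 0.05, at percentile 83.0 (random lists between -0.17 and 0.13), with 10 higher and 9 lower. All 135 cells gave 0.47 for the megakaryocyte list and -0.07 for the erythroid list, whose sign changed with the cells used and so gives no direction. *Rhag* fell from 1.85 to 1.06 and *Blvrb* rose from 2.66 to 3.44. These lists are not the MkP and preCFU-E sets of Fig. 1c.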

These results confirmed a significant and selective age-dependent increase in HSC Mk/platelet-lineage programming. To investigate the cellular basis for this increase, we analysed aged mice carrying the *Vwf-EGFP* transgene previously shown to identify molecularly platelet-primed and functionally platelet-biased HSCs in young mice^12^. As expected from previous studies^5^,^26^,^27^ both the HSC-containing LSK population and highly purified HSCs (defined as LSKCD150^+^CD48^−^CD34^−^ (refs 19, 28) were significantly expanded (Fig. 1d–f). We observed that this increase in HSC numbers was principally driven by an increase in *Vwf-EGFP*^+^ (henceforth Vwf^+^) LT-HSCs, which showed a far greater expansion (52 fold) than Vwf^−^ HSCs (11 fold) in old mice (*P*<10^−5^; Student's *t*-test) (Fig. 1g), demonstrating that the observed age-dependent increase in molecular platelet bias correlated with a selective expansion of platelet-primed Vwf^+^ HSCs. No change to the total bone marrow (BM) cellularity was observed in aged mice (Fig. 1h).

### Platelet-biased HSCs preferentially expand during ageing

To determine if the age-dependent increase in HSC platelet gene expression was a general property of the HSC compartment, or due to the selective expansion of the Vwf^+^ HSC subset, we specifically investigated the age-dependent changes to HSC lineage priming of Vwf^+^ and Vwf^−^ HSCs at the single-cell level using targeted micro-fluidics-based quantitative PCR. Both the frequency of expression and the expression level of genes affiliated with the Mk/platelet, myeloid and lymphoid lineages, as well as genes associated with HSC function, were assessed in single Vwf^+^ and Vwf^−^ HSCs. We first validated the approach by measuring *Vwf* expression in the sorted HSC populations. *Vwf* expression was uniformly detected in Vwf^+^ HSCs (both young and old), but only at low levels in a small fraction of Vwf^−^ LT-HSCs (Fig. 2a,b), showing that messenger RNA expression can be detected with high efficiency using this methodology, and that different levels of expression can be accurately discriminated. Importantly, and as expected, HSC-associated genes were highly and uniformly expressed in all HSC populations (Fig. 2c,d; Supplementary Figs 3a and 4). For platelet-lineage gene expression, we observed a highly significant, age-dependent increase in the frequency of expression, not only in Vwf^+^ HSCs but also in Vwf^−^ HSCs (Fig. 2c,e; Supplementary Fig. 3b), with the majority of platelet-lineage genes being more highly expressed in Vwf^+^ and Vwf^−^-aged HSCs (Supplementary Fig. 5). In contrast, an age-dependent increase in the frequency of myeloid priming was highly significant only in Vwf^+^ HSCs (Fig. 2c, Supplementary Fig. 3c), with the expression level of a subset of myeloid genes showing upregulation (Fig. 2f; Supplementary Fig. 6). No change to the frequency of HSCs with lymphoid gene expression was observed in either Vwf^+^ or Vwf^−^ HSCs (Fig. 2c; Supplementary Fig. 3d). Together, these results demonstrate that during ageing platelet-lineage priming of HSC increases at three different levels: through an increased proportion of Vwf^+^ platelet-primed HSCs (ref. 12), an increase in the frequency of platelet-specific gene expression in both Vwf^−^ and Vwf^+^ HSCs, and an increase in the level of expression of platelet-lineage genes in individual HSCs. In addition, in the Vwf^+^ HSCs, representing the most highly platelet-primed HSCs, we observed a parallel increase in myeloid gene expression. Importantly, these changes occur in single cells that homogeneously co-express multiple HSC-specific genes, indicating that functional HSCs become increasingly platelet-primed with age.

### Aged HSCs are functionally platelet biased

To investigate the functional changes accompanying the observed age-dependent molecular changes to HSC lineage priming, we transplanted single or limiting numbers of Vwf^+^ and Vwf^−^ HSCs to investigate clonally reconstituted mice, specifically single HSC contributions to peripheral blood myeloid cells (defined as Mac-1^+^), T cells (CD4^+^ or CD8^+^), B cells (CD19^+^) and platelets (CD150^+^), in the latter case using enhanced green fluorescent protein (EGFP) expressed by the *Vwf-EGFP* transgene to identify the single-HSC platelet contribution^12^. By transplanting single young and old CD45.2 LT-HSCs, along with CD45.1 competitor BM, into young CD45.1 recipient mice, we observed that Vwf^+^ HSCs from young and old mice gave rise to HSC clones with similar frequencies (Young Vwf^+^ HSCs: 23%; old Vwf^+^ HSCs: 27%; *P*=0.69, Fisher's exact test; Fig. 3a). However, the average peripheral blood contribution of old HSCs was significantly lower than that of young HSCs (Fig. 3a), confirming an age-dependent intrinsic decrease in the ability of HSCs to produce mature blood cells. We previously described that young HSCs show at least four distinct types of lineage bias in single-cell transplantation assays^12^, namely platelet bias (Pl), platelet/myeloid bias (Pl/My), lymphoid/myeloid balanced output (Ba) and lymphoid bias (Ly). In mice transplanted with single young Vwf^+^ HSCs, we observed that Pl/My-HSCs and Pl-HSC dominated, with no Ly-HSCs observed (Fig. 3b), as previously described in ref. 12 defining lineage bias as a threefold higher lineage output compared with the remaining lineages, measured 10 and 16 weeks post-transplant. The analysis of clonal bias was restricted to clones showing >0.1% contribution to at least one lineage, to allow reliable detection of all cell lineages within each clone. When single cells from the same Vwf^+^ HSC population isolated from BM of old mice were transplanted, we observed a significant increase in the proportion of platelet-biased clones, in that >80% of Vwf^+^ HSC-derived clones were platelet biased (*P*=0.02; Fisher's exact test), again with no Ly-HSCs detected (Fig. 3c). Furthermore, we observed that the platelet-biased clones derived from aged HSCs were highly platelet-restricted in their reconstitution potential, as in most cases only platelet output was detected, whereas platelet-biased HSCs derived from young mice also typically generated myeloid cells (Fig. 3d,e; *P*=0.04; Fisher's exact test). We transplanted young Vwf^−^ HSCs at 5 cells per mouse, since their frequency of engraftment was found to be low when transplanted as single cells^12^. Young Vwf^−^ HSCs generated, as expected^12^, clones with high lymphoid output (Ba-HSCs, Ly-HSCs), and no Pl- or Pl/My-HSCs (Fig. 3f). In contrast, aged Vwf^−^ HSCs generated fewer lymphoid-biased clones, with a corresponding increase in Pl- and Pl/My-HSCs (Fig. 3g), again consistent with their increased molecular platelet priming. Both the increased proportion of Pl-HSCs (*P*=0.03; Fisher's exact test) and the decrease in Ly-HSCs (*P*=0.012; Fisher's exact test) were significant. Based on the frequency of reconstituted mice, the frequency of repopulation by Vwf^−^ HSCs was estimated as 16% in young mice and 30% in old mice using Poisson distribution of independent events. Therefore, also for Vwf^−^ LT-HSCs, there was no decrease in the repopulation frequency of aged HSCs when platelet-biased HSCs were also included in the reconstitution measurement.

To determine the overall effect of the age-dependent changes to HSC subtype prevalence on lineage output, we transplanted bulk populations of Vwf^+^ and Vwf^−^ HSCs (CD45.2) from young and old mice into lethally irradiated recipients (CD45.1) along with wild-type (young) competitor BM (CD45.1; Fig. 4a). Old Vwf^+^ and Vwf^−^ HSCs both showed 2–3 fold lower long-term reconstitution of peripheral blood leucocytes (Fig. 4b), and both young and old Vwf^+^ HSCs showed elevated long-term platelet output compared with their Vwf^−^ counterparts (Fig. 4c). Notably, the platelet contribution from old Vwf^+^ HSCs exceeded the leucocyte output by threefold, whereas from young HSCs this difference was less pronounced (1.5 fold), consistent with the increased platelet bias observed at the single HSC level. After normalization to the total leucocyte output (to allow direct comparison between young and old HSCs) it became evident that old Vwf^+^ HSCs showed higher myeloid and lower lymphoid long-term reconstitution than young Vwf^+^ HSCs, with a similar, but non-significant, trend observed for Vwf^−^ HSCs (Fig. 4d). The increased myeloid-to-lymphoid output ratio paralleled the increased molecular platelet and myeloid priming observed at the single-cell level, which was significant when comparing young and old Vwf^+^ LT-HSCs, but marginal when comparing young and old Vwf^−^ LT-HSCs. Old and young HSCs showed similar reconstitution of the HSC compartment 5 months post-transplantation. Interestingly, however, Vwf^+^ HSCs in both cases replenished the HSC compartment more efficiently than Vwf^−^ HSCs (Fig. 4e). It has previously been reported that old HSCs show higher ability than young HSCs to reconstitute the HSC compartment, on a per cell basis, after transplantation^15^. Our results show that this may reflect the higher proportion of Vwf^+^ HSCs (which reconstituted the HSC compartment more efficiently than Vwf^−^ HSCs) in old mice. From these results we conclude that both the proportion of Vwf^+^ HSCs and their intrinsic platelet and myeloid bias increase during ageing.

### Progenitor platelet bias in aged haematopoiesis

The production of mature haematopoietic cells from HSCs proceeds through a hierarchy of increasingly lineage-restricted progenitors^29^. To determine to what degree the increased HSC platelet bias affected progenitor formation, we compared the prevalence of lymphoid^30^,^31^ and myelo-erythroid^25^ progenitor populations between young and old mice. As previously observed^15^,^18^, and consistent with the functional analysis of HSC output, lymphoid-primed multi-potent progenitors were decreased in old mice (Fig. 5a), as was the number of downstream CLPs (Fig. 5b). Analysis of phenotypic myelo-erythroid progenitors showed no change to the total Lin^−^Sca-1^−^c-Kit^+^ population, or to the number of myeloid (preGM, GMP) or erythroid progenitor cells (preCFU-E, colony-forming units (CFU)-E), but a significant increase in MkPs (Fig. 5c–e). Measurement of progenitors in functional assays confirmed the phenotypic progenitor analysis, Mk progenitors (measured as CFU-Mk) were increased (Fig. 5f), whereas myeloid progenitors were unaltered (Fig. 5g), and B-cell progenitors drastically decreased (Fig. 5h). In old mice this increase in Mk progenitors was also accompanied by increased peripheral blood platelets (Fig. 5i), whereas we did not observe higher plasma levels of thrombopoietin, the primary extrinsic regulator of megakaryopoiesis and platelet production (Fig. 5j), in agreement with the increased Mk/platelet-lineage output being intrinsically driven.

### FOG-1 sustains Vwf^+^ HSCs and myeloid HSC bias

Our results established an anti-correlation between platelet programming of HSCs and lymphoid lineage output. To investigate if platelet-lineage priming could be directly involved in suppression of lymphoid differentiation we ablated *Zfpm1* (encoding FOG-1) in HSCs. To circumvent the lethality associated with pan-haematopoietic *Zfpm1* deletion^24^, we competitively transplanted Vwf-FOG^cKO^ (*Vwf-EGFP*^tg/+^;*Zfpm1*^fl/fl^;*Mx1-Cre*^tg/+^) and Vwf-FOG^Con^ (*Vwf-EGFP*^tg/+^;*Zfpm1*^fl/fl^;*Mx1-Cre*^+/+^) BM cells (CD45.2 allotype) along with CD45.1 wild-type competitor BM cells into irradiated CD45.1/2 recipients. After reconstitution, *Zfpm1* deletion was induced, and 10 weeks post-induction the CD45.2^+^ LSK compartment was analysed. While FOG-1 is not required for HSC engraftment^24^, we observed that Vwf^+^ HSCs were strikingly absent from Vwf-FOG^cKO^ transplanted recipients (Fig. 6a,b), in agreement with the general loss of platelet/erythroid-lineage priming in FOG-1-deficient HSCs (ref. 24). To address if Vwf-FOG^cKO^ HSCs were functionally lymphoid-biased, we compared their long-term lineage readout to Vwf^+^ and Vwf^−^ HSCs from Vwf-FOG^Con^ mice. To avoid assumptions about HSC surface phenotypes, which could be altered by *Zfpm1* inactivation, we transplanted all CD45.1^−^CD45.2^+^Lin^−^ cells (Supplementary Fig. 7), and readout their long-term lineage contributions after 16 weeks, as previously described in ref. 12. As expected^12^, Vwf^+^ Vwf-FOG^Con^ (control) HSCs showed a higher myeloid/platelet output (Fig. 6c,e) than Vwf^−^ Vwf-FOG^Con^ HSCs, which were more lymphoid-biased (Fig. 6d). Vwf-FOG^cKO^ HSCs (which were all Vwf^−^) showed the same lymphoid-biased reconstitution pattern as Vwf^−^ Vwf-FOG^Con^ HSCs, and as previously described^24^, failed to produce platelets (Fig. 6e), compatible with FOG-1 being required to sustain the platelet-primed Vwf^+^ LT-HSC subset, and for the generation of Vwf^+^ myeloid-biased HSCs.

## Discussion

We here identify increased platelet bias as a key feature of haematopoietic ageing in general, and of aged HSCs in particular, manifested by the expansion and predominance of a novel and functionally distinct HSC subtype in the aged haematopoietic system. Using both the *Vwf-EGFP* transgenic reporter and global single-cell transcriptome profiling, we observe a highly significant increase in the number of HSCs expressing high levels of platelet-lineage-specific genes in old, compared with young mice. In fact, gene expression profiling of single Vwf^+^ and Vwf^−^ LT-HSCs showed increased platelet priming of both subsets. This was paralleled by a distinct increase in the proportion of HSCs with functional platelet bias: both Vwf^+^ and Vwf^−^ LT-HSC populations derived from old mice generated a significantly higher proportion of Pl-HSC clones when transplanted at the single-cell level. Downstream of the HSC compartment this was reflected in an increased number of both phenotypically and functionally defined Mk progenitors and, in agreement with previous studies, a higher peripheral blood platelet count^16^,^21^,^32^. In contrast, no increase in myeloid progenitors was observed, whereas lymphoid progenitors were significantly decreased, as previously reported^15^,^18^. Together, these data show that the aged haematopoietic system is platelet-lineage biased, and that functional changes to the HSC compartment can account for this, reflected in increases in both the proportion of platelet-biased HSCs and in their level of intrinsic platelet bias. The increased platelet bias was associated with decreased lymphoid output already at the lymphoid progenitor level. The present and previous data^12^ show that Ly-HSCs derive primarily from the Vwf^−^ LT-HSC population. We observed both a decreased proportion of Vwf^−^ HSCs and a lower frequency of Ly-HSCs within this population in old mice, together leading to a significantly decreased prevalence of Ly-HSCs among aged HSCs, in agreement with previous reports^10^,^33^. These results indicate that age-dependent myeloid bias among leucocytes may primarily be due to decreased lymphopoiesis, rather than increased myelopoiesis, and that this decrease directly correlates with increased platelet priming of HSCs.

While the existence of distinctly lineage-biased HSC subtypes has been abundantly demonstrated little is known about their specification. Extrinsic signals such as Ccl5 (ref. 34) and Wnt5a (ref. 17) have been suggested to promote myeloid bias of HSC lineage output, but intrinsic molecular specifiers of HSC subtypes remain to be identified. We here demonstrate that maintenance of Vwf^+^ HSCs is dependent on FOG-1, a GATA co-factor we previously found to be essential for both commitment to the megakaryocyte lineage and HSC platelet priming^24^. In addition, we observe that FOG-1-deficient HSCs display the lymphoid-biased output normally associated with Vwf^−^ HSCs (ref. 12). This would be consistent with HSC platelet priming suppressing subsequent lymphoid lineage commitment and/or differentiation. The decreased prevalence of lymphoid-bias of aged HSCs could therefore potentially be a consequence of their increased platelet bias. As lymphoid gene expression is barely detectable in HSCs, a possible mechanism is epigenetic suppression of lymphoid genes driven by the platelet-lineage transcriptional programme, as suggested by the increased methylation of the promoters of both B- and T-lineage-specific genes during ageing^35^. Further studies will be needed to address this possibility.

The absolute number of HSCs expands significantly over time, both when measuring phenotypic and functional HSCs^5^,^10^,^13^,^15^. In contrast, the repopulating ability of aged HSCs has been reported to decline, both in terms of frequency of engraftment on transplantation^11^ and level of contribution to the peripheral blood^14^,^15^. Importantly, these results were generated exclusively using leucocyte output to assess HSC engraftment, as measurement of platelet output was precluded in previous transplantation models. We here show that when lineage readout is extended to include platelets (using the *Vwf-EGFP* reporter) there is no decrease in engraftment frequency of aged HSCs, and that in fact Vwf^+^ and Vwf^−^ aged HSCs showed a slightly higher frequency of engraftment compared with their young counterparts, although the difference was not statistically significant. The difference between our results and those previously obtained can therefore be explained by the high proportion of distinct and previously unrecognized platelet-restricted HSCs present in the Vwf^+^ HSC fraction of old mice, as in the majority of engrafted HSCs only platelet output was detected, in contrast to young mice where platelet-restricted HSCs were comparatively rare (1/19 observed). Due to the preferential expansion of Vwf^+^ HSCs in old mice, the Vwf^+^ subset constituted as much as 90% of aged HSCs. Together, these observations indicate that more than half of aged HSCs are represented by these functionally platelet-restricted HSCs, and therefore our ability to detect platelet leads to an increase in the measured repopulation frequency sufficient to account for the previously reported circa 2-fold decrease in engraftment of aged HSCs when relying exclusively on leucocyte output for their detection^11^.

As previously described, we do observe a lower contribution of engrafting aged HSCs to peripheral blood reconstitution^11^,^13^,^15^. Consistent with the engraftment data, this does not appear to be due to a defect in HSC self-renewal, as we observe that young and aged HSCs engraft the HSC compartment with similar efficiencies, as previously observed^14^,^15^. We do, however, observe a decrease in the number of HSCs expressing genes involved in mitotic entry (*Ccna2*, *Ccnb1*, *Cdk1* and *Cdc25*), consistent with the previously observed decrease in cell division of aged HSCs, contributing to a decreased output of differentiated cells. It is also possible that HSC cell divisions become biased towards symmetrical self-renewal division during ageing, which would contribute both to age-dependent HSC expansion and to decreased cellular output of potential relevance, also for the enhanced propensity towards leukaemic transformation with age. This, however, remains to be investigated.

Overall, our results demonstrate that increased molecular and functional platelet bias of HSCs, including a dramatic expansion of a previously unrecognized subset of aged HSCs with platelet-restricted lineage output, is a key feature of haematopoietic ageing, and that this directly contributes to the age-associated imbalance between myeloid and lymphoid leucocyte output. Our finding that FOG-1 is essential for maintenance of the Vwf^+^ platelet-biased HSC subset, identifies for the first time an intrinsic regulator of HSC subtype identity. Finally, the single-cell transcriptome-based identification of gene expression changes associated with HSC ageing provides a resource useful for investigation of the role of other regulators on the aged HSC phenotype.

## Methods

### Mouse strains

*Vwf-EGFP* bacterial artificial chromosome (BAC) transgenic mice (CD45.2) were previously described^12^. Young mice were 2–3 months old, and old mice 20–25 months old. Both male and female mice were used. For generation of Vwf-FOG-1^Con^ or Vwf-FOG-1^cKO^ composite lines, *Vwf-EGFP*^tg/+^ mice were bred with mice carrying a conditional *Zfmp1* allele^36^ as well as the interferon-inducible *Mx1-Cre* transgene^37^. All experimental protocols were approved by the UK Home Office, and the Ethical Review Committee of the Oxford University Medical Sciences Division.

### Poly(I-C) injections

Conditional deletion of *Zfmp1* gene by induction of *Mx1-Cre*-mediated recombination was performed as previously described^38^. Briefly, 5 weeks after competitive transplantation, Vwf-FOG transplanted mice received three injections of 225 μg p(I-C; GE Healthcare, UK) at 2 day intervals.

### Flow cytometry and cell sorting

Purified HSCs (LSKCD150^+^CD48^−^CD34^−^), myelo-erythroid progenitors^25^ and CLPs (ref. 39) were sorted or analysed using either FACS AriaIIu or Fortessa x20 cytometers (BD Biosciences), respectively. Adult BM cells were stained with lineage markers, either c-Kit enriched (AutoMACS, Miltenyi Biotec) or without enrichment were Fc-blocked (except myelo-erythroid progenitors) and stained with anti-mouse^12^ antibodies listed in Supplementary Data 4. A wild-type mouse BM cells were used as negative control for EGFP fluorescence. Data analysis was performed with FlowJo analysis software (TreeStar Inc).

### Blood analysis

Platelet counts were measured in EDTA-blood samples from young and old *Vwf-EGFP* transgenic mice using a Hemavet 950 LV blood analyser (Drew Scientific). Plasma thrombopoietin levels were determined by ELISA in 1:20 diluted samples using the Quantikine M kit (R&D) according to the manufacturer's instructions.

### Competitive transplantation assays

Vwf^−^ (50–75) and 50–75 Vwf^+^ LSKCD150^+^CD48^−^CD34^−^ cells (CD45.2) isolated from young (8–12 weeks) or old (20–25 months) *Vwf-EGFP* transgenic mice were intravenously injected along with young wild-type unfractionated C57Bl/6 BM cells (CD45.1; ratio of 4,000 competitor cells/purified HSC) into lethally irradiated CD45.1 recipients (1,050 cGy, split dose). Lin^−^CD45.1^−^CD45.2^+^Vwf^−^ and Lin^−^CD45.1^−^CD45.2^+^Vwf^+^ cells were sorted from primary recipients transplanted with Vwf-FOG-1^Con^ and Vwf-FOG-1^cKO^ cells at 10 weeks post-poly(I-C) induction. Sorted cells were injected into secondary lethally irradiated CD45.1/2 recipients, at cell numbers proportional to their relative frequencies in the primary recipients, along with 2.5 × 10^5^ wild-type unfractionated BM cells (CD45.1). Peripheral blood leucocyte and platelet reconstitution analysis were performed at 16 weeks post-transplantation to determine *in vivo* lineage output of FOG-1-deficient Vwf^+^ and Vwf^−^ HSCs.

### Single cell and limiting dilution transplantations

For single-cell transplantations, single Vwf^+^ or 5 Vwf^−^ HSCs (CD45.2 allotype) were FACS-sorted using the FACSAriaII automated cell deposition unit, and collected into individual wells of a round-bottomed 96-well plate containing 100 μl of transplantation media: Iscove's modified Dulbecco's medium (IMDM) containing 1% penicillin–streptomycin, 1% β-mercaptoethanol, 1% L-glutamine and 20% BIT 9,500 serum substitute (Stem Cell Technologies). To ensure that single cells were deposited, single fluorescent beads were sorted, and after microscopic inspection >98% of the wells were found to contain a single bead, and no wells more than one bead. After sorting single cells, 1 million *W*^*41*^*/W*^*41*^ (c-Kit-deficient; CD45.1 allotype) unfractionated competitor BM cells in 100 μl volume were added to each well. Cells were mixed, loaded into a Terumo Myjector syringe and injected into the lateral vein of lethally irradiated (1,050 cGy, split dose, 4 h apart) recipients (CD45.1 allotype). Peripheral blood cells from recipient mice were analysed at 6, 10 and 16 weeks post-transplantations.

### Generation of FOG-1 BM chimeras

5 × 10^5^ unfractionated BM (CD45.2) cells from Vwf-FOG-1^Con^ (*Vwf-EGFP*^tg/+^; *Zfpm*^fl/fl^; *Mx1-Cre*^+/+^) and Vwf-FOG-1^cKO^ (*Vwf-EGFP*^tg/+^; *Zfpm*^fl/fl^; *Mx1-Cre*^tg/+^) mice were intravenously injected along with 5 × 10^5^ unfractionated BM competitor cells (CD45.1) into lethally irradiated CD45.1/2 recipients (1,070 cGy, split dose). Donor chimerism in peripheral blood was assessed 5 weeks after transplantation. Subsequently, *Zfpm1* deletion was induced by p(I-C) injections and donor contribution to platelets and leucocytes was determined 4 weeks after first injection to determine recombination efficiency.

### Cell culture

Colony-formation assays were performed as follows. For CFU-Mk measurement, 100.000 unfractionated BM cells from young and old *Vwf-EGFP* mice were plated per slide in quadruplicate in Mega-Cult-C media (Stem Cell Technologies, Vancouver, Canada) supplemented with 50 ng ml^−1^ human thrombopoietin, 10 ng ml^−1^ murine interleukin-3, 20 ng ml^−1^ human interleukin 6 and 50 ng ml^−1^ human interleukin 11 (Peprotech). Cultures were acetone-fixed and acethylcolinesterase (AchE) stain was performed as per manufacturer's instructions. AchE^+^ colonies were scored at day 11. For CFU-GM measurement, 50.000 unfractionated BM cells from young and old *Vwf-EGFP* mice were plated in M3534 media in triplicate and colonies scored at day 8. For CFU-B measurement, 200.000 unfractionated BM cells from young and old *Vwf-EGFP* mice were plated in triplicate in M3630 media and colonies scored at day 8. All media for CFU assays were from Stem Cell Technologies (Vancouver, Canada).

### Gene expression analysis

For single-cell gene expression analysis, complementary DNA (cDNA) synthesis and specific target gene amplification were done using the CellsDirectOne-StepqRT–PCR kit (Invitrogen). Single cells were directly sorted into 96-well PCR plates, each well with 10 μl Cells Direct One-Step qRT–PCR mix containing 1 × Cells Direct Reaction Mix, 1.2 ml RT-Taq mix, 0.1 ml SUPERase-In RNase Inhibitor (Ambion) and 200 nM primers (Supplementary data 5). The cDNA was pre-amplified (22 cycles) and pre-amplified samples were then diluted to 50 μl with Tris-EDTA (TE) buffer. Each sample of 2.5 μl was used for multiplex quantitative PCR using BioMark 48.48 Dynamic Array platform (Fluidigm) and TaqMan Gene Expression Assays (Applied Biosystems; Supplementary Data 5). Data were analysed using BioMark Real-Time PCR Analysis Software. For normalization, ΔCt values were calculated relative to *Kit* expression in each cell and single cells without *Kit* expression were excluded from data. 111 young Vwf^+^ LT-HSC, 163 old Vwf^+^ LT-HSC, 123 young and 167 old Vwf^−^ LT-HSCs were included in the final analysis.

### Single-cell RNA sequencing library construction

Lin^−^Sca-1^+^c-Kit^+^CD150^+^CD48^−^ cells (2,000) from young and old *Vwf-EGFP* mice were sorted in 2 μl filter-sterilized PBS with 50% FCS (ref. 12). Single cells were captured on a small-sized (5–10 μm cell diameter) C1 Single-Cell Auto Prep IFC for messenger RNA Sequencing (Fluidigm) using the Fluidigm C1 system. Cells were loaded onto the chip at a concentration of ∼400 cells μl^−1^ and imaged by phase-contrast microscopy to check single cell per capture site. Sixty-one young HSCs and 74-old HSCs were captured and used for RNA-seq. Cells were lysed and whole-transcriptome amplified cDNA prepared on the C1 Fluidigm chip according to the manufacturer's protocol, using SMARTer Ultra Low RNA kit for Illumina (Clontech). Single-cell cDNA libraries were quantitated by an Agilent Bioanalyzer using High-Sensitivity DNA chip. Illumina libraries were constructed in 96-well plates using the Illumina Nextera XT DNA Sample Preparation kit according to a protocol supplied by Fluidigm. Indexed libraries size and quality was checked using Agilent High-Sensitivity DNA chip. The concentration of indexed libraries was determined using Qubit High-Sensitivity DNA kit (Invitrogen). Libraries were pooled to a final concentration of 4–5 nM and were sequenced on an Illumina HiSeq 2,000 (single end 51 base pair reads) at SciLifeLab, Karolinska Institutet, Stockholm, Sweden.

### Single-cell RNA sequencing analysis

Short reads (51 bp) from 135 HSCs were mapped using Tophat (version 2.0.10 (ref. 40)) against the mouse genome (mm10 assembly) with a supplied set of RefSeq gene model annotations as the input. The mapping parameters ‘-g 1' was used to allow one alignment to the reference for a given read. Supplementary Data 6 shows the number of mapped reads, percentage of mapping and the number of detected genes per single cell. Cells with <500.000 mapped reads with per cent of mapping to the mitochondrial chromosome>10% and<3,000 detected genes were excluded from further analysis^20^. 

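The paper's reason for leaving out 21 of the 135 cells is its limits on mapped reads, mitochondrial reads and genes. Too few mapped reads were found in B12 of the young mouse (11393 mapped reads), G4 of the young mouse (338594 mapped reads), A2 of the old mouse (381295 mapped reads) and B9 of the old mouse (7929 mapped reads). Of these, B12 of the young mouse and B9 of the old mouse also had fewer than 3000 genes, with 2345 and 1844 genes at an RPKM of at least 1. Mitochondrial reads were above the limit in B11 (11.4%) and C4 (38.9%) of the young mouse. The number of genes at an RPKM of at least 1 was below 3000 in young cells C1 (2291), C8 (2063), D7 (2812), G12 (2908) and H5 (2565), and in old cells A8 (2881), D11 (2355), D1 (2929), D7 (2965), E12 (2414), E1 (2081), F12 (2650), F7 (2918), G5 (2824) and H9 (2800). In the cells kept, this number ran from 3046 to 5898 in young and from 3013 to 5967 in old cells.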

52 young and 62-old HSCs (in total 114 out of 135 or 84% of cells) fulfilled these criteria. Expression values were quantified based on RefSeq using rpkmforgenes^41^. CPM reads (CPM) value was then calculated using the ‘cpm' function in edger (ref. 42). Genes (11,910) were selected for PCA analysis based on coefficient of variation (CV≥1) and mean of expression values across all cells (log2(CPM)>0). 

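The number of genes selected depends on how the limits are read. With the coefficient of variation taken over log2(CPM + 1) it was 9183, and with a mean of log2(CPM + 1) above 0 in place of a mean CPM above 1 it was 14400. A reading tried after the count had been seen, with both limits applied to log2(CPM) whose values below 1 CPM were set to 0, gave 11909. It was 1 of 5 readings added at that point, and the others gave 13939, 9720, 12700 and 4689.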

The 100 genes with the highest absolute correlation coefficient (PCA component loadings, one of the first three components) were used for hierarchical clustering analysis (distance='pearson correlation'; method='complete'). R scripts were used to perform hierarchical clustering, and to visualize on a log2 of CPM scale. Differentially expressed genes analysis was performed using nonparametric Wilcoxon test for the expression level and Fisher's exact test for the expressing cell frequency. *P* values generated from both tests were then combined using Fisher's method and were adjusted using Benjamini–Hochberg. GSEA was performed using GSEA software (http://www.broadinstitute.org/gsea) with 1,000 permutations of the gene sets and log2 ratio of classes as metric for ranking genes. Gene sets used in this study have been previously published^24^,^25^. Pathways enrichment analysis was performed using the Pathway tool of MetaCore from Thomson Reuters (Version 6.15).

### Statistical analysis

Data are presented as mean±s.e.m. or±s.d. values, as indicated. Two-tailed Student's *t*-test was used to determine statistical significance of gene expression levels, except for global single transcriptome analysis, where Wilcoxon's and *χ*^2^ tests were combined using Fischer's method. Chi-square test was used for expressing cell frequency analysis. For regular sample sizes, we set statistical significance at *P*<0.05. For large sample sizes (>100) this was set at *P*<0.005. The Kolmogorov–Smirnov test was used to analyse co-expression of lineage-specific genes. Two-tailed Student's *t*-test (for population transplants) and Mann–Whitney *U*-test (for single-cell transplants) were used for comparison of reconstitution levels, and Fisher's exact test for analysis of the frequency of biased HSC subtypes. Sample sizes were based on previous experience. No data were excluded. Analysis was not blinded or randomized.

## Additional information

**Accession codes:** The single-cell RNA sequencing data has been deposited in the Gene Expression Omnibus under accession code GSE70657.

**How to cite this article:** Grover, A. *et al*. Single-cell RNA sequencing reveals molecular and functional platelet bias of aged haematopoietic stem cells. *Nat. Commun.* 7:11075 doi: 10.1038/ncomms11075 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-7

Supplementary Data 1 Pathways enriched in young compared to old HSCs. The top 20 Metacore pathways enriched in genes up-regulated in young, compared to old, LSKCD150+ CD48− HSCs. The pathway name and P-value are shown.

Supplementary Data 2 Pathways enriched in old compared to young HSCs. The top 20 Metacore pathways enriched in genes up-regulated in old, compared to young, LSKCD150+ CD48− HSCs. The pathway name and P-value are shown.

Supplementary Data 3 Gene expression levels and frequencies in young and old HSCs. The top 60 genes up-regulated in old, compared to young, LSKCD150+ CD48− HSCs. The gene ID, mean of CPM values (log2), fold regulation, and adjusted P-value are shown.

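Each of the 60 genes had a higher mean log2(CPM + 1) in old than in young cells, with a median difference of 3.04, and 56 of them were among the 60 largest rises of all genes, the lowest at rank 68. The means differed from the paper's reported means by up to 0.47 in young and 0.27 in old cells. On log2(CPM) with values below 1 CPM set to 0, a scale tried after these gaps had been seen, the largest gaps were 4.95e-06 and 4.89e-05 and 60 of the 60 genes were the 60 largest rises. Over all 135 cells 54 of the 60 were among the 60 largest rises. For *Sdpr*, the largest rise on both scales, the ratio of old to young was 43.2 on log2(CPM + 1), and the paper's reported value is 41.2. The 60 genes include 3 Y-linked genes, 4 MHC class II genes and 7 genes of the immediate-early list.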

Supplementary Data 4 Antibodies used for flow cytometry. The conjugate, clone used, supplier and usage is shown for antibodies used in flow cytometry.

Supplementary Data 5 TaqMan assays used for gene expression analysis. The gene identifiers and assay number for TaqMan assays used for single cell gene expression analysis are shown.

Supplementary Data 6 Mapping of single HSC transcriptomes. For each cell the number of input reads, mapped reads, percentage of mapping, and the number of detected genes at >= 1 RPKM per single cell are shown. For QC purposes, the amount and percentage of reads mapped to the mitochondrial chromosome, and the number of genes detected at log2(CPM+1)>2 are shown. It is indicated which cells pass the QC criteria described in the Methods section.

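The number of genes with log2(CPM + 1) above 2, counted from the deposited table, equalled the number in Supplementary Data 6 in 135 of 135 cells. With this number in place of the genes at an RPKM of at least 1, the limits left 51 young and 60 old cells. Reads counted on genes were 49.1% of the mapped reads in the median young cell and 51.8% in the median old cell of the 114 analysed.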

## Figures and Tables

**Figure 1:**
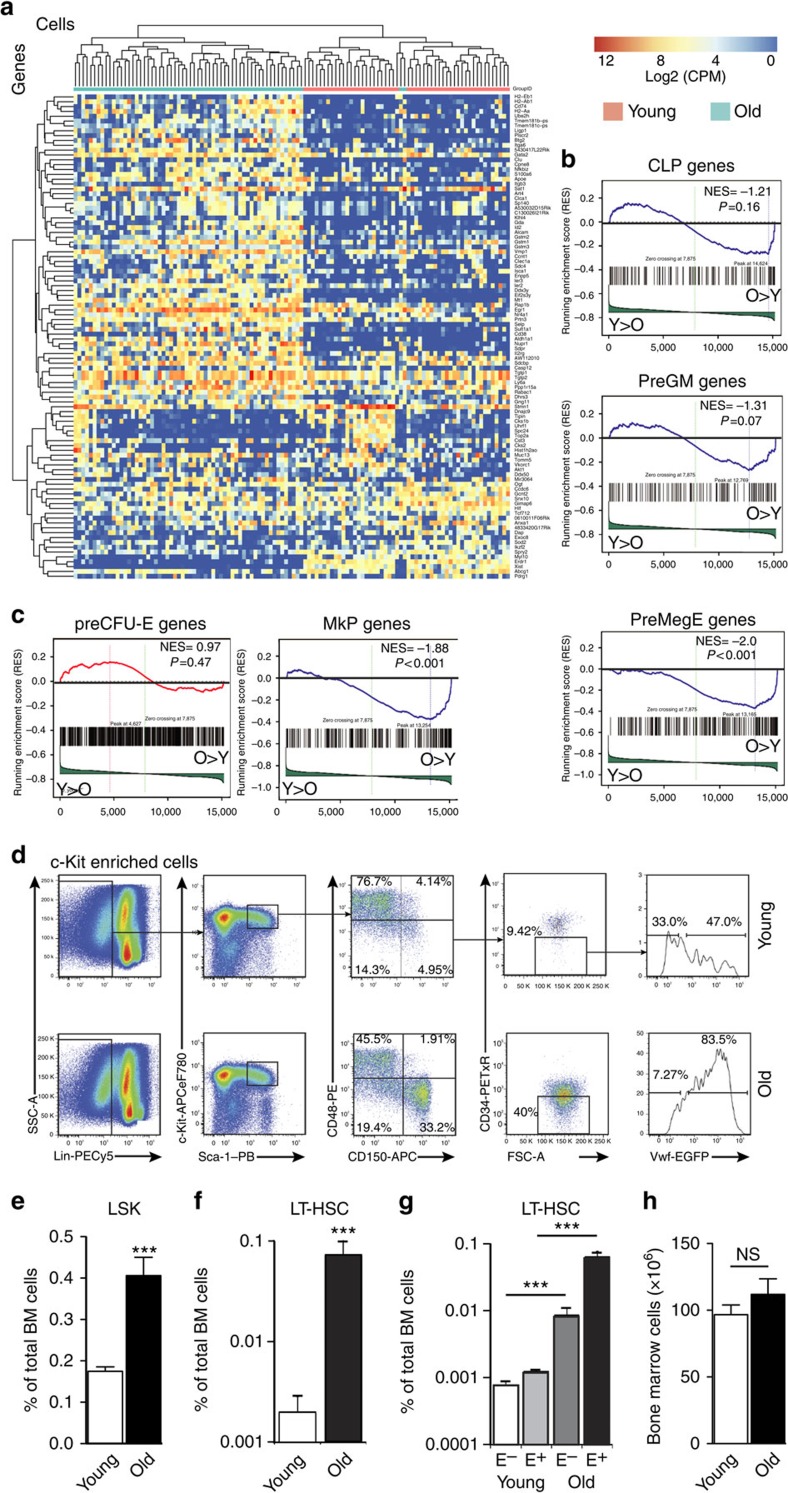
Expansion of platelet-primed HSCs in old mice. (**a**) Hierarchical clustering of young and old LSKCD150^+^CD48^−^ HSC single-cell transcriptomes using the top 100 variable genes from components 1–3 of combined PCA of young and old HSCs. Data are from two independent experiments (young mice *N*=1; old mice *N*=1). (**b**) Signature enrichment plots from GSEA analysis using CLP, preGM and preMegE signature gene sets. The values indicated on individual plots are the Normalised Enrichment Score (NES) and *P*-value of the enrichment (permutation analysis). Note the significant upregulation of preGM, and preMegE signatures in old HSCs. (**c**) Signature enrichment as in **b** using CFU-E and MkP signature gene sets. Note the significant upregulation of the MkP signature in old HSCs. (**d**) Representative FACS plots for isolation of Vwf^-^ and Vwf^+^ LT-HSCs (defined as LSKCD48^−^CD150^+^CD34^−^ cells) in BM from young and old *Vwf-EGFP* transgenic mice after performing c-Kit enrichment. Numbers indicate percentage of the parental gate. (**e**) Frequencies of LSK cells in total BM in young (*N*=24) and old (*N*=5) mice. Data are from five independent experiments. Values show mean±s.e.m. ***P<0.001. (Student's *t*-test). (**f**) Frequencies of LSKCD48^−^CD150^+^CD34^−^ LT-HSCs as percentage of live singlets in young (*N*=31) and old (*N*=7) mice. Note: Log_10_ scale. Data are from six independent experiments. (**g**) Frequencies of Vwf^-^ and Vwf^+^ LT-HSCs as percentage of live singlets in young (*N*=31) and old (*N*=7) mice. E^−^, Vwf-EGFP^−^; E^+^, Vwf-EGFP^+^. Note: Log_10_ scale. Data are from six independent experiments. (**h**) Bone marrow cellularity of young (*N*=29) and old (*N*=7) *Vwf-EGFP* transgenic mice. Cellularity was determined from two iliac cristae, two tibiae and two femora after RBC lysis. Values show mean±s.e.m. ***P<0.001. (Student's *t*-test); NS, not significant. Data are from six independent experiments.

**Figure 2:**
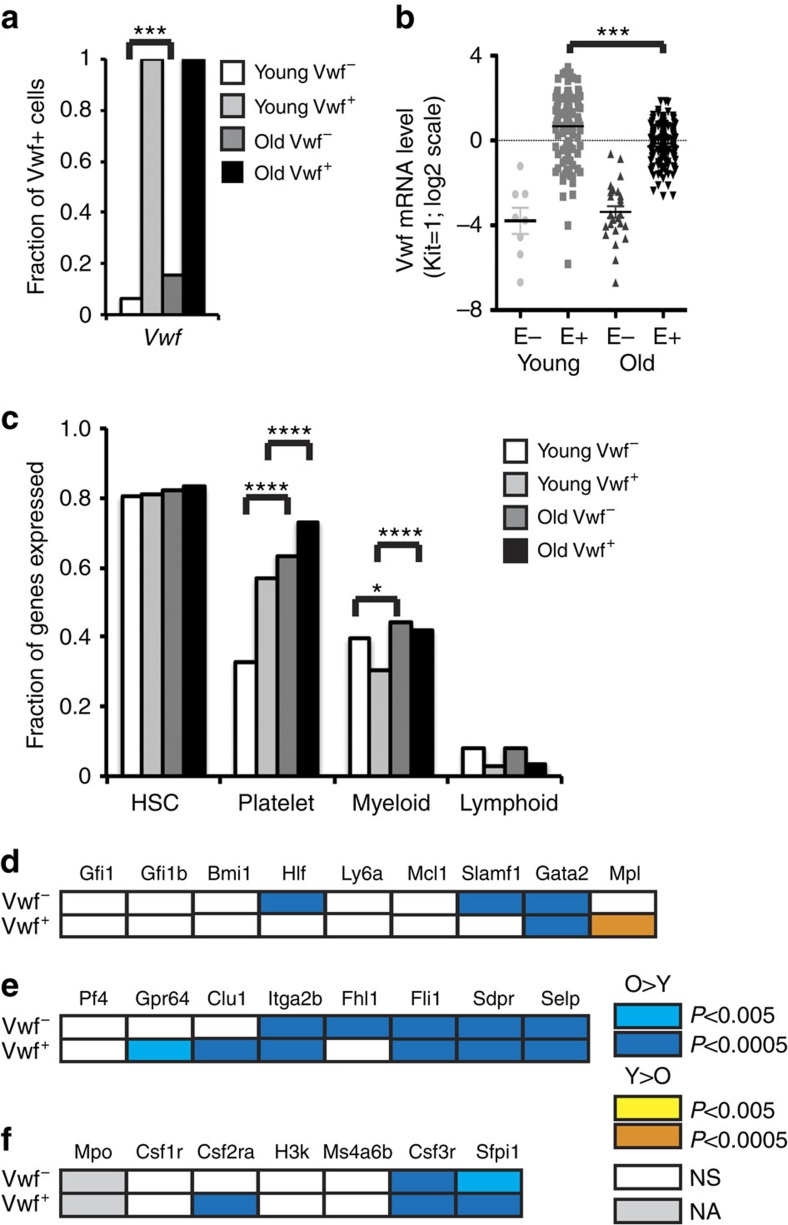
Aged LT-HSCs show increased transcriptional priming of platelet- and myeloid-lineage genes. (**a**) Bars show the frequency of cells in which *Vwf* expression was detected within the indicated LT-HSC populations by single-cell PCR. Number of cells analysed: young Vwf^−^, 123; old Vwf^−^, 167; young Vwf^+^, 111; old Vwf^+^, 163. ***P<0.001 (Student's *t*-test). Data are from five independent experiments (young mice *N*=3, old mice *N*=2) and a total of 16 BioMark 48.48 Dynamic Arrays. (**b**) *Vwf* expression level in single LT-HSCs from **a**. Dots represent individual expressing cells. Bars indicate the average expression level for positive cells in each population. E–, *Vwf-EGFP*^−^; E+, *Vwf-EGFP*^+^. ***P<0.001 (Student's *t*-test). (**c**) Bars show the frequency of expression of genes associated with HSC function and platelet, myeloid and lymphoid differentiation in single HSCs from **a**. The frequencies of co-expression were compared between old and young Vwf^−^ LT-HSCs (O– versus Y–), and between old and young Vwf^+^ LT-HSCs (O+ versus Y+) using the Kolmogorov–Smirnov test, and the level of significance is indicated. Data on individual genes are shown in Supplementary Fig. 2. (**d**) Diagram showing changes during ageing to the average expression level of the indicated HSC-associated genes in single Vwf^+^ and Vwf^−^ LT-HSCs from **a**. Detailed data in Supplementary Fig. 3. (**e**) Diagram showing changes during ageing to the average expression level of the indicated platelet-lineage-specific genes in single Vwf^+^ and Vwf^−^ LT-HSCs from **a**. Detailed data in Supplementary Fig. 4. (**f**) Diagram showing changes during ageing to the average expression level of the indicated myeloid lineage-specific genes in single Vwf^+^ and Vwf^−^ LT-HSCs from **a**. Data from Supplementary Fig. 5.

**Figure 3:**
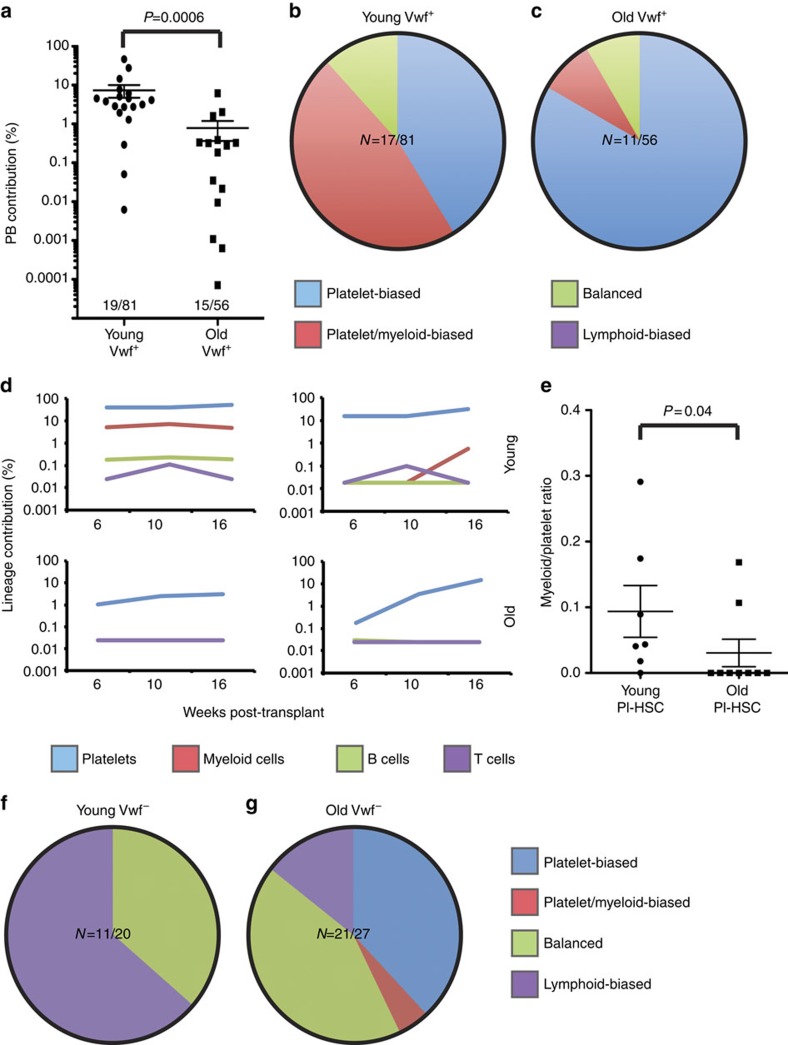
Aged HSCs show increased platelet bias at the single-cell level. (**a**) Contribution of transplanted single young and old Vwf^+^ LT-HSCs to peripheral blood reconstitution, expressed as the average of their contributions to peripheral blood platelets, myeloid cells, B cells and T cells. The frequency of reconstitution is indicated as the ratio between reconstituted and transplanted mice. The significance of the difference in reconstitution between young and old Vwf^+^ LT-HSCs is shown (Mann–Whitney *U*-test). (**b**) Distribution of HSC subtypes in young Vwf^+^ LT-HSCs from **a**, excluding those with no contribution of at least 0.1% to at least one lineage. The number of clones fulfilling this criterion is indicated. (**c**) Analysis as in **b** for old Vwf^+^ LT-HSCs. (**d**) Representative examples of peripheral blood reconstitution by Pl-HSCs from young (top) and old (bottom) Vwf^+^ LT-HSC. (**e**) The ratio of myeloid to platelet reconstitution for Pl-HSCs derived from young and old Vwf^+^ LT-HSCs, respectively. The frequency of clones with only detectable platelet output was significantly higher for old Vwf^+^ LT-HSCs (Fisher's exact test). (**f**) Distribution of HSC lineage outputs in mice transplanted with five young Vwf^−^ LT-HSCs, excluding those with contribution <0.1% to all lineages. The number of clones fulfilling this criterion is indicated. (**g**) Analysis as in **f** for old Vwf^−^ LT-HSCs. Number of recipient mice transplanted, young Vwf^+^ *N*=81; young Vwf^−^ *N*=20; old Vwf^+^=56, old Vwf^−:^ *N*=27. Time points for peripheral blood analysis post-transplantation are indicated in plots. Data are from five independent experiments (young *N*=3, old *N*=2).

**Figure 4:**
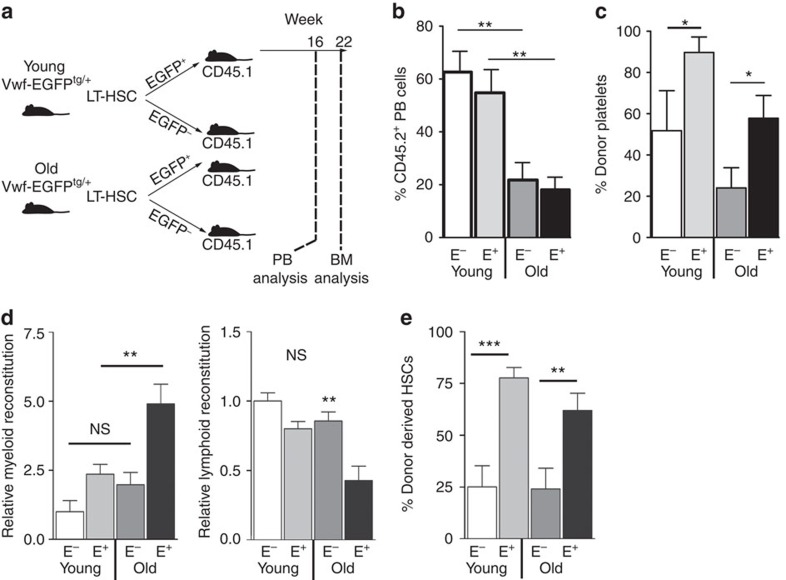
Aged Vwf^+^ LT-HSCs show increased intrinsic myeloid bias at the population level. (**a**) Experimental design to compare *in vivo* lineage output of transplanted young and old Vwf^+^ and Vwf^−^ LT-HSCs. (**b**) Donor contribution of young and old Vwf^−^ and Vwf^+^ LT-HSCs to total peripheral blood leucocytes at 16 week post-transplantation. Young Vwf^−^: *N*=5; young Vwf^+^: *N*=11; old Vwf^−^: *N*=9, old Vwf^+^: *N*=12). E^−^: Vwf-EGFP^−^; E^+^: Vwf-EGFP^+^. Data are from four independent competitive transplantation experiments. (**c**) Donor contribution to peripheral blood platelets measured at 16 week post-transplantation in experiments described in **b**. (**d**) Relative contribution of test cells to output of myeloid (left panel) and lymphoid (right panel) cells at 16 weeks post-transplantation from experiment described in **b**. Values were normalized to the level of CD45.2 chimerism (**b**) and are expressed relative to young Vwf^−^ recipients (=1). (**e**) Test cell contribution to BM LSKCD150^+^CD48^−^CD34^−^ LT-HSCs in mice from **b** 22 weeks after transplantation. E^−^, Vwf-EGFP^−^; E^+^, Vwf-EGFP^+^. Data are from three independent experiments. All data are mean values±s.e.m. *P<0.05; **P<0.01; ***P<0.001 (Student's *t*-test).

**Figure 5:**
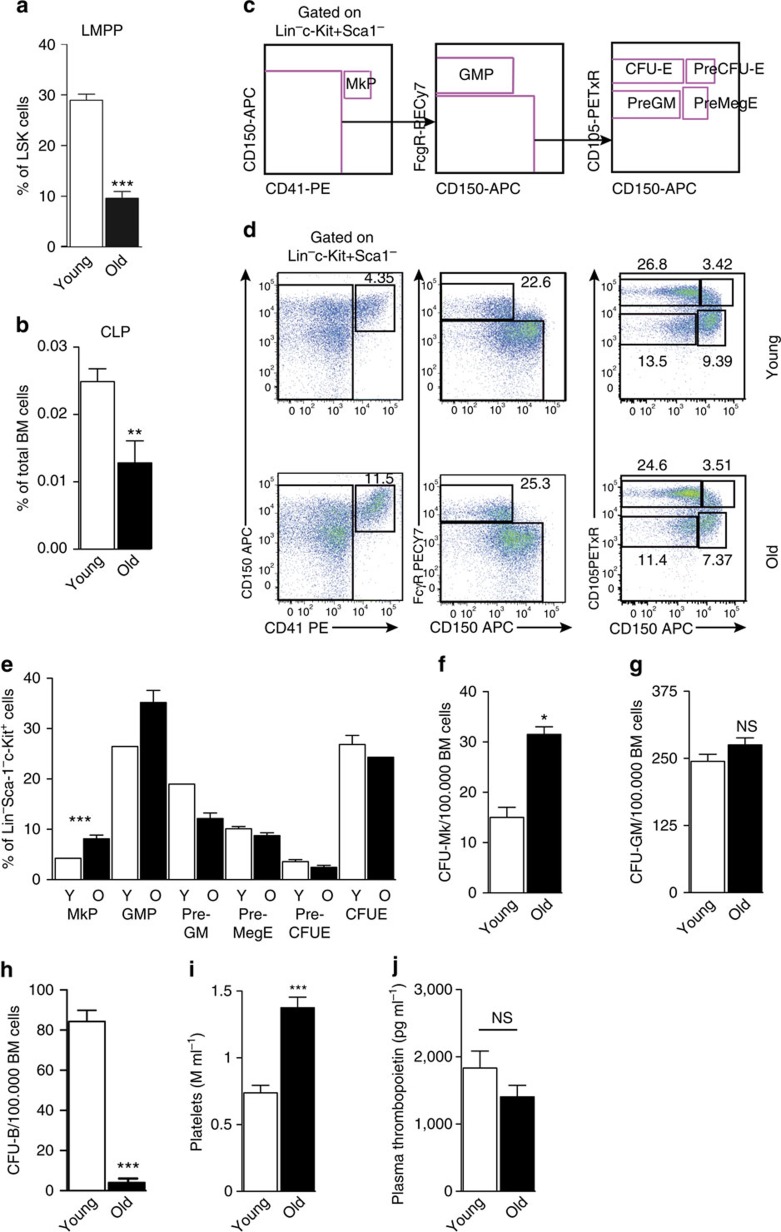
Alterations to phenotypic and functional progenitor levels in old mice. (**a**) Lymphoid-primed multi-potent progenitors (LMPPs) as percentage of LSK cells in young (*N*=15) and old (*N*=7) mice. Data are from five independent experiments. (**b**) Frequencies of CLPs in total BM in young (*N*=9) and old (*N*=6) mice. Data are from five independent experiments. (**c**) Gating strategy for identification of myelo-erythroid progenitor populations. (**d**) Representative FACS plots of myelo-erythroid progenitors in BM from young (top) and old (bottom) *Vwf-EGFP* mice. Numbers indicate percentage of Lin^−^Sca-1^−^c-Kit^+^ cells. (**e**) Frequencies of myelo-erythroid progenitor cells as percentage of Lin^−^Sca-1^−^c-Kit^+^ cells in young (Y: *N*=6) and old (O: *N*=6) mice. Data are from six independent experiments. (**f**) Frequencies of CFU-Mk in unfractionated BM from young (*N*=3) and old (*N*=2) mice. Data are from a single experiment. (**g**) Frequencies of CFU-GM in unfractionated BM from young (*N*=3) and old (*N*=2) mice. Data are from a single experiment. (**h**) Frequencies of CFU-B in unfractionated BM from young (*N*=3) and old (*N*=2) mice. Data are from a single experiment. (**i**) Platelet counts in peripheral blood from young (*N*=22) and old (*N*=11) mice. Data are from three independent experiments. (**j**) Plasma levels of thrombopoietin in young (*N*=5) and old mice (*N*=5) each measured in triplicate by ELISA. Data are from a single experiment. All data are mean values±s.e.m. *P<0.05; **P<0.01; ***P<0.001 (Student's *t*-test).

**Figure 6:**
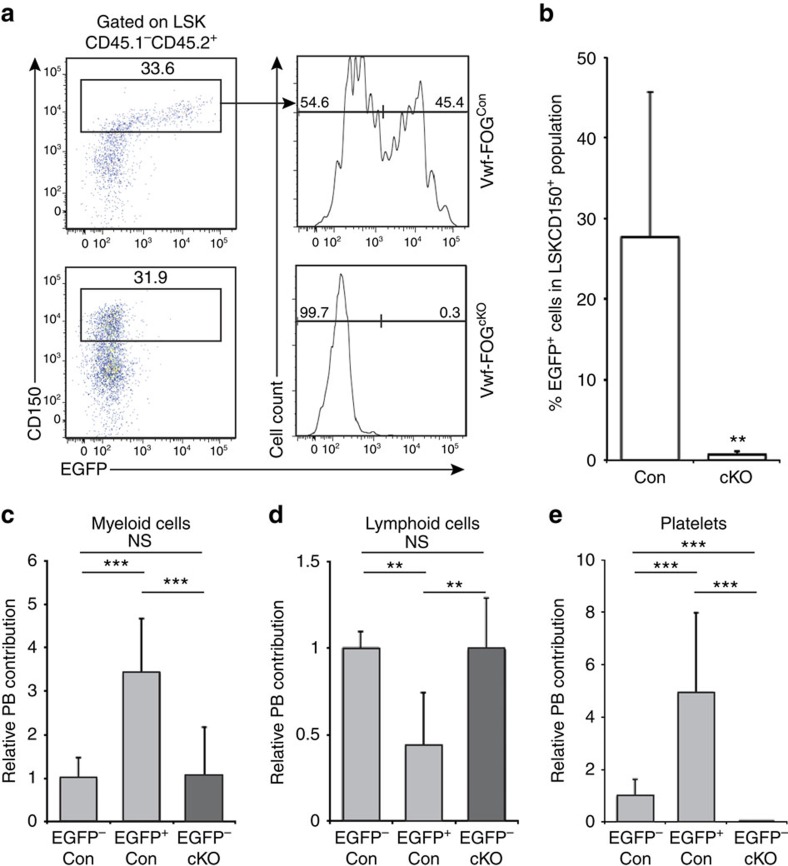
FOG-1 is required for maintenance of myeloid-biased HSCs. (**a**) Representative FACS plots showing CD150 and Vwf-EGFP expression in LSK cells from Vwf-FOG-1^Con^ and Vwf-FOG-1^cKO^ transplanted recipients. Numbers show percentages relative to parental gates. (**b**) Percentage of EGFP^+^ cells in test cell-derived (CD45.1^−^CD45.2^+^) LSKCD150^+^ population from Vwf-FOG^Con^ (Con; *N*=10) and Vwf-FOG^cKO^ (cKO; *N*=8) transplanted mice. **P<0.01 (Student's *t*-test). Data are from two independent experiments. (**c**) Sixteen-week peripheral blood myeloid output from CD45.1^−^CD45.2^+^Lin^−^ Vwf-EGFP^−^ and Vwf-EGFP^+^ fractions isolated from Vwf-FOG-1^Con^ and Vwf-FOG-1^cKO^ primary recipients (FOG1^Con^ EGFP^−^: *N*=13; FOG1^Con^ EGFP^+^: *N*=7; FOG1^cKO^ EGFP^−^: *N*=10). The fraction of CD45.2 myeloid cells was normalized to the overall CD45.2 reconstitution. All data are mean values±s.d., after normalization to the mean value the FOG1^Con^ EGFP^−^ fraction. ***P<0.0001, **P<0.01 (Student's *t*-test). Data are from two independent experiments. (**d**) Sixteen-week peripheral blood lymphoid output analysed and represented as in **c**. (**e**) Sixteen-week peripheral blood platelet output analysed and represented as in **c**, except that significance was measured using the Mann–Whitney *U*-test.

How the deposited data were processed for this re-analysis (not part of the article)

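Single-cell RNA sequencing of LSK CD150+CD48− HSCs from 1 young mouse (2 to 3 months) and 1 old mouse (20 to 25 months) gave 61 and 74 cells. The authors mapped 51 bp reads to mm10 with Tophat, counted them on RefSeq genes with rpkmforgenes and deposited the counts per gene and cell, without normalization. The table holds 15181 genes, 8 of them without a read in any cell. Of its entries, 21 join several genes under one name, and 14287 names match a RefSeq symbol, from which the positions on GRCm38 were taken. Reads that the authors' counting could assign to overlapping or near-identical genes were not separated, and the counting is not stated to use strand.

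From the counts, CPM was computed over each cell's total, the level of a gene as the mean of log2(CPM + 1) over the cells of an age, and a difference as old minus young. Expressing cells were those with log2(CPM + 1) above 2. The 114 cells that pass the paper's limits (52 young and 62 old) were used first and all 135 cells beside them. Because each age is 1 mouse on 1 capture run, no test between ages was made, and no replicate could be left out. Shares are given with 95% exact Clopper-Pearson intervals and summed counts with 95% exact Poisson intervals, for counting error only. A share of 0 allows up to 3 cells of the number examined. The lists of genes were placed among 10000 random lists of the same size, drawn within 20 bins of mean expression. For branches of cells, genes with a coefficient of variation of CPM of at least 1 and a mean CPM above 1 entered a PCA of log2(CPM + 1), the 100 genes most correlated with components 1 to 3 were kept, and cells were clustered with 1 minus Pearson r and complete linkage into 2 branches.

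The genes named were fixed before the data were examined as the 14 genes the paper names, the 10 largest rises and 10 largest falls among genes expressed in at least 10% of the 114 cells, and at most 5 members of each list. The lists are S and G2/M genes, immediate-early genes, megakaryocyte, erythroid, joint megakaryocyte and erythroid, granulocyte and macrophage, and lymphoid genes, Y-linked genes with *Xist* and *Tsix*, MHC class II genes, and transcripts of B cells, dendritic cells, macrophages and platelets. Alternatives set before the data were examined covered the cells used (all 135, those that pass the limits of Kowalczyk et al. in Supplementary Data 6, and those with at least 1000000 mapped reads), a pseudocount of 0.1 CPM, ratios of summed counts, TMMwsp factors of edgeR 4.0.16, poscounts factors of DESeq2 1.42.0, thinning to 250000 reads, and other limits for an expressing cell. A difference of mean log2 levels was called the same under an alternative when the ratio it stands for (2 to the power of the difference) moved by less than 1.5 times, a count when it moved by no more than 1.5 times, a share when it stayed in its 95% interval, and a correlation when it moved by less than 0.05.

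Further settings were added after the results had been seen. One of them, log2(CPM) with values below 1 CPM set to 0, was chosen because the planned scale did not give the means of Supplementary Data 3, and it was kept as a second value and not made the main one. Of the forms of the scale, 2 were tried. The gene selection was run in 1 main, 3 planned and 5 added forms, and the branches in 1 main, 12 planned and 9 added forms. The limits used to weigh explanations, 25% of cells out of place and a gap of 1 on the log2 scale, were also set after the values had been seen.

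The steps were tested on counts simulated for the 15181 genes with 200 of them changed 4-fold. The difference had the right sign for 93.0% of the changed genes and the ratio of summed counts for 96.5%, a list of 30 raised genes lay at percentile 100, and 5.5% of 200 lists of unchanged genes lay outside the central 95%. The branches failed this test, with 51 of 114 simulated cells out of place on log2(CPM + 1) and 52 on the scale with values below 1 CPM set to 0. The test was then widened to other factors, which gave on these scales 1 and 53 cells out of place at a factor of 8, 48 and 35 at 16, 0 and 15 at 32, and 0 and 1 at 64. The branches are therefore recovered for strong differences only, and not steadily below a factor of 32 on log2(CPM + 1) or 64 on the other scale. Genes were simulated independently of each other, with 1 set of cells per factor for the branches, so these counts describe the simulated cells only. The steps were kept as planned. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and R 4.3.3 were used. The PCR, transplantation and flow cytometry experiments of the paper were not analysed here.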

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

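The test of carried-over reads, the test of a variant between the mice and the test of macrophages alone were chosen after seeing the results. The same holds for the comparisons of *Cd79b*, *Clec9a* and *Siglech* between old cells and for the limit against which the source transcripts were set.

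The paper states that male and female mice were used and does not name the sex of the 2 mice sequenced. The cells of the 2 ages differ in sex-linked genes. Of 52 young cells, 48 (92.3%, interval 81.5 to 97.9) expressed *Xist* and no Y-linked gene, and 0 expressed a Y-linked gene without *Xist*, which allows a share of up to 5.77%. Of 62 old cells, 58 (93.5%, interval 84.3 to 98.2) expressed a Y-linked gene, 50 of them without *Xist*. The cells that the paper left out followed the same division, with *Xist* alone in 7 of 9 young cells and a Y-linked gene in 11 of 12 old cells (91.7%, interval 61.5 to 99.8). The prediction for a female young mouse and a male old mouse was met at 93.5% of old cells. Sex therefore cannot be separated from age for any gene in these libraries, and each difference between the ages has age, sex, mouse and capture run as open explanations.

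Reads of *Xist* were also found in old cells, 139 in all against 180335 in young cells, or 0.0771%, with at most 21 in a cell. *Erdr1*, another gene abundant in young cells only, had 18 reads in old cells (exact Poisson interval 10.7 to 28.4) against 29305, or 0.0614%. At the share of *Xist*, 22.6 reads would be found. A candidate explanation is that a small share of reads was carried over between libraries. The match is between totals, and in single old cells these genes did not always go together. F1 held 9 of the 18 *Erdr1* reads and 0 of *Xist*, and G3 held 21 of *Xist* and 0 of *Erdr1*. D4 held 19 of *Xist* and 3 of *Erdr1*. The totals alone therefore do not decide whether reads were carried over. In the other direction, young cells held 15 reads of *Ddx3y* against 41637 in old cells, 28 of *Uty* against 18917, and 0 of *Eif2s3y* against 21388, so a single share does not describe both directions.

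*Erdr1* (chromosome X, 170010526 to 170018797) had a mean level of 6.98 in young and 0.10 in old cells, a difference of -6.88, and was expressed in 50 of 52 and 1 of 62 cells. *Myl10* fell from 3.37 to 0.43. A variant or copy number that differs between the 2 mice was tested by the young cells without an *Erdr1* read, 1 of 52, but with 1 mouse per age this cannot be told apart from a difference of age or sex.

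MHC class II genes, which the paper does not discuss although 4 are in Supplementary Data 3, were higher in old cells, with a median difference of 1.94 over 8 genes, at percentile 100 of matched random lists. *H2-Ab1* rose from 0.87 to 4.80, *H2-Aa* from 0.88 to 4.79 and *Cd74* from 0.77 to 4.03, while *Ciita* was 0.45 and 0.39. Over the other settings run the median lay between 1.80 (cells with at least 1000000 mapped reads) and 2.98 (a pseudocount of 0.1 CPM), with 1.92 for TMMwsp and 1.95 for DESeq2 factors, 1.85 after thinning, 2.29 for summed counts and 2.61 for the 7 genes expressed in at least 10% of cells. Macrophage transcripts, 7 of 8 with counts, had a median level of 0.119 in old cells against 3.49 for the class II genes, and *Lyz2*, the most abundant of them, was lower in old (5.26) than in young cells (5.82), which argues against macrophages or their RNA. The median level of the listed B-cell transcripts in old cells was 2.08, but only 4 of 10 were in the table. None of these 4 rose with the class II genes, with mean levels in young and old cells of 1.82 and 1.97 for *Cd79b*, 2.17 and 2.19 for *Cd22*, 3.89 and 3.67 for *Fcer2a* and 0 and 0.11 for *Bank1*. *Cd79b* was expressed in 10 of the 38 old cells with *H2-Aa* and in 6 of the 24 without. These values go against B cells as the source, but *Cd22* and *Fcer2a* were found in most cells of both ages and *Bank1* in 1 old cell, so the argument rests on 1 gene. For dendritic cells and macrophages together it was 0.544, over 10 genes with counts of 16 listed. Of the dendritic transcripts, *Clec9a* rose from 0.14 to 1.14 and was expressed in 1 of 52 young and 11 of 62 old cells, 8 of them among the 38 with *H2-Aa* and 3 among the 24 without, while *Siglech* was at 0.67 and 0.57 and *Xcr1* at 5.03 and 4.86. With *Cd74* in place of *H2-Aa*, *Clec9a* was expressed in 7 of 37 old cells with it and in 4 of 25 without. *Siglech* was expressed in 2 of 38 old cells with *H2-Aa* and 3 of 24 without, and for *Cd74* in 0 of 37 and 5 of 25. *Zbtb46* was expressed in 0 cells of either age. These counts are too small to decide. The B-cell and dendritic lists lack too many members to exclude their cells as a source. *H2-Aa* was expressed in 38 of 62 old cells, *H2-Ab1* in 39, *Cd74* in 37, *H2-Eb1* in 27 and *Ciita* in 3. A few B or dendritic cells among the captured cells could therefore not be the whole source of the class II rise. A larger share of such cells, RNA of B or dendritic cells and a change within HSCs cannot be told apart here. The difference of age itself stays open and untested.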

How the results depend on the processing

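The settings on log2(CPM) with values below 1 CPM set to 0 (here the floored scale), those on PCA loadings, those with 3 or 4 branches, 5 readings of the gene selection and the summed counts without F10 were chosen after the results were seen. No paired analysis was possible because each age is 1 mouse and the values come from no test, and there was no replicate to leave out.

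The platelet, immediate-early, S, G2/M, megakaryocyte, joint, granulocyte and macrophage, and lymphoid medians kept their direction under every setting run. With a pseudocount of 0.1 CPM the cell cycle genes of the paper moved from -1.55 to -2.53, its immediate-early genes from 2.86 to 4.37, its platelet genes from 2.76 to 4.04 and the top 60 genes from 3.04 to 4.25. By construction, a smaller pseudocount widens differences of genes with zeros. With ratios of summed counts these became -3.90 for cell cycle and 3.59 for platelet genes and 2.25 for the top 60, of which 7 in place of 56 were among the 60 largest rises, and *Cdc25c* reversed to 0.15. The reversal came from 1 old cell, F10, with 4947 of 4973 reads, and without it the ratio of *Cdc25c* was -4.91 and that of the 4 cell cycle genes -5.00. Single cells weigh on the summed counts of other genes too, as for *Clu*, whose ratio went from 5.01 to 6.61 without the young cell F1, but of the 14 genes the paper names only *Cdc25c* changed direction when the cell with the highest count of the gene in either age was left out.

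The percentile of the joint megakaryocyte and erythroid list, 98.1, ran from 86.2 to 100 and left the central 95% in some settings only. The erythroid median of 0.05 reversed to -0.0659 over all 135 cells, -0.0420 over the cells that pass the limits of Kowalczyk et al., -0.0601 with summed counts, -0.0751 for genes expressed in at least 10% of cells and -0.00740 on the floored scale. It has no stable sign.

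Cells out of place in the 2 branches, 43 of 114, depended most on settings. Planned settings gave 9 with Ward linkage, 4 with genes selected on log2(CPM + 1), 2 with a pseudocount of 0.1 CPM and 4 of 135 over all cells. Added settings gave 2 on the floored scale, 13 with loadings, 10 with loadings on the floored scale, 2 with 3 branches and 0 with 4. The last 2 are lower divisions of the same tree, where a further division cannot raise the number, but a separation of the 101 cells into 60 old and 41 young is not fixed by it. On the floored scale it was 16 without the sex-linked genes, 11 without the sex-linked, immediate-early and cell cycle lists, 48 without the 60 genes of Supplementary Data 3 and the sex-linked genes, and 3 after thinning. The cause was not tested. One reading of the gene selection gave 4689 genes in place of 11755.

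Correlations between cells were 0.326 within young and 0.328 within old cells over all selected genes, in place of 0.468 and 0.643 over the 100 genes, which were chosen for their variation. On the floored scale they were 0.248 and 0.382, and between ages -0.012 in place of 0.300, a reversal. Without the sex-linked genes the value between ages was 0.355.

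Old cells with a Y-linked gene and no *Xist* were 80.6%, and 45.2% at 1 counted read, 64.5% at a CPM of at least 1 and 90.3% at a CPM of at least 10. *Xist* was called in 34 of 62 old cells at 1 counted read and in 21 at a CPM of at least 1. It was called in 8 at the limit used and in 1 at a CPM of at least 10. The share thus rose as stricter limits removed *Xist* calls, while calls of each Y-linked gene did not rise. In the shallowest cell analysed, with 273236 counted reads, a single read is above the limit used, so depth limits what these calls can say. Of 338 values of single genes under alternatives, 277 were the same, 60 moved and 1 reversed, and of 190 shares 158 were the same and 32 moved.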

Differences from the paper's values

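The floored scale, log2(CPM) with values below 1 CPM set to 0, the loadings and the numbers of branches other than 2 were chosen after the results were seen.

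The number of young cells in the branch of old cells was 41, and the paper's is about 0 in Fig. 1a, read by eye. Of the alternatives set before the data were examined, Ward linkage, genes selected on log2(CPM + 1) and a pseudocount of 0.1 CPM gave 0. Those that did not were average linkage (38), 50 genes (41), 200 genes (32), the omission of the sex-linked genes (37), of the sex-linked, immediate-early and cell cycle lists (37) and of the 60 genes of Supplementary Data 3 and the sex-linked genes (42), scaled genes (41), thinning (41) and all 135 cells (2). The floored scale and division into 3 or 4 branches, all chosen after seeing the values, also gave 0. The other settings chosen after seeing the values did not, with 8 for loadings, 8 for loadings on the floored scale, and on that scale 6 without the sex-linked genes, 3 without the sex-linked, immediate-early and cell cycle lists, 44 without the 60 genes and the sex-linked genes, and 1 after thinning. The 2 old cells in the branch of young cells lie close to the paper's about 3 in Fig. 1a, read by eye, but in a branch that holds only 11 of the 52 young cells, so the 2 numbers do not describe the same division. Of the planned settings with 0 young cells in the branch of old cells, Ward linkage placed 9 old cells in the branch of young cells, the selection on log2(CPM + 1) 4 and the pseudocount of 0.1 CPM 2.

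The paper's number of genes selected for PCA is 11910, against 11755 here. The floored scale, 1 of 5 readings added after seeing the values, gave 11909, and all 135 cells, a planned setting, gave 11925. The ratios of old to young lay within 1.5 times the paper's for each of the 60 genes of Supplementary Data 3. With a pseudocount of 0.1 CPM 48 of the 60 did not, with ratios of summed counts 52 and over all 135 cells 3. The floored scale, chosen after seeing the values as 1 of 2 forms tried in search of a match, gave the paper's means to within 4.95e-06 in young and 4.89e-05 in old cells and dropped 0 of its 60 genes, and the other form, log2(CPM + 1) with values below 1 CPM set to 0, kept 59 of them among the 60 largest rises. The paper's adjusted P of 1 of these genes, *Cers2*, is above 0.05.

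The paper reports a lesser enrichment of preGM-specific genes in old HSCs. The granulocyte and macrophage list used here, whose members are not the paper's set, had a median difference of -0.02, with 12 genes higher and 15 lower in old cells.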

Other observations

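The lower divisions of the tree and the comparison of B6 and C3 with young cells were chosen after the results were seen. The other branch tests below were planned, but were run on a scale and against a limit of 25% of cells out of place that were both chosen after the results were seen, and the gap of 1 on the log2 scale for platelet transcripts was set in the same way.

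The first division of the planned tree did not follow age (43 of 114 cells out of place) and set apart 13 cells, 12 of them expressing at least 1 of the 4 cell cycle genes. The next division separated the other 101 cells into 60 old and 41 young. The explanations were tested on log2(CPM) with values below 1 CPM set to 0, where the first division left 2 out of place. On that scale 3 were out of place after thinning to 250000 reads, which argues against read depth as the whole cause. Without the sex-linked genes 16 were out of place, and without the sex-linked, immediate-early and cell cycle lists 11, up from 2, while most cells still followed age. This argues against either set of genes as the whole cause on that scale and leaves a part to them. *Erdr1* was in neither set, so a part of it or of other genes that may differ with sex was not excluded. Without the 60 genes of Supplementary Data 3 and the sex-linked genes 48 were out of place, a test on genes chosen for the pattern that decides nothing. On simulated cells this step was unsteady, with 35 of 114 out of place at a factor of 16 and 15 at 32, so a change of this size may also come from the step itself. Capture run and mouse, with 1 mouse per age, cannot be told apart from age.

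Both old cells in the smaller branch of the planned steps carried Y-linked reads, 720 in B6 and 29 in C3, with 7 and 4 reads of *Xist* and 0 of *Erdr1*. The highest number of Y-linked reads in a young cell was 15 (Poisson interval 8.40 to 24.7). The 720 reads of B6 (668 to 775) lie far above it, which argues against a wrong label for B6. The 29 reads of C3 (19.4 to 41.6), all of *Uty*, do not lie above it beyond counting error. A cell with at most 4 reads of *Xist* and 0 of *Erdr1*, as C3, was found in 0 of 52 young and 48 of 62 old cells, which goes against a wrong label of C3 too but does not exclude it, since 0 of 52 allows a share of up to 5.77%. A biological difference of these cells was not tested.

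The 6 platelet genes kept a median difference of 2.83 after thinning, which argues against read depth, and of 3.13 among the 25 young and 49 old cells expressing none of the 4 cell cycle genes, which argues against a lower number of cycling cells as the whole cause. The abundant platelet transcripts, 9 of 10 with counts, had a median level of 0.792 in old cells and a median difference of 0.42, at percentile 99.9 of matched random lists. This median difference is that of *Clec1b* and equals the median of the megakaryocyte genes, so it is not separate evidence. *Nrgn* rose from 2.22 to 3.23, *Gp9* from 1.76 to 2.56, *Pf4* from 0.56 to 1.26 and *Gp1ba* from 0.09 to 0.79, while *Ppbp* was at 0.27 and 0.12. The list thus rose, but its largest rise, 1.01 for *Nrgn*, was below the smallest of the 6 genes, 2.47 for *Tgm2*. This argues against platelets or their RNA as the whole source of *Sdpr* at 6.45 and *Selp* at 5.12. A change with age, sex, mouse or run remains open in these libraries. By single-cell PCR on more than 1 mouse per age, the paper reports platelet-lineage genes expressed more often in old HSCs. It reports this for both Vwf+ and Vwf− HSCs, and those data were not analysed here.

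The immediate-early genes were higher in old cells in the same libraries. Handling before lysis is a possible explanation that cannot be told apart from age, with 1 capture run per age. *Egr1* was expressed in 62 of 62 old cells and in 42 of 52 young cells.

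The largest rises in old cells among genes expressed in at least 10% of cells were *Sdpr* (5.43), *Nupr1* (5.26), *Btg2* (5.12), *Ddx3y* (5.07), *Eif2s3y* (5.04), *Mt1* (4.93), *Sult1a1* (4.83), *Aldh1a1* (4.47), *Selp* (4.47) and *Egr1* (4.46). The largest falls were *Xist* (-8.14), *Erdr1* (-6.88), *Myl10* (-2.94), *Idh2* (-2.90), *Mlec* (-2.80), *Wee1* (-2.64), *Plac8* (-2.50), *Uhrf1* (-2.49), *Dlg1* (-2.47) and *Stmn1* (-2.38).

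The remaining lists of source transcripts had median differences of 0.06 for B cells (4 of 10 with counts), -0.10 for dendritic cells (3 of 8) and -0.05 for macrophages (7 of 8). *Fcer2a* and *Xcr1*, in the B-cell and dendritic lists, were expressed in 51 and 52 of 52 young and in 61 and 62 of 62 old cells, and were singled out after their values were seen.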
